# Supplementation with α-ketoglutarate improved the efficacy of anti-PD1 melanoma treatment through epigenetic modulation of PD-L1

**DOI:** 10.1038/s41419-023-05692-5

**Published:** 2023-02-28

**Authors:** Nian Liu, Jianglin Zhang, Mingjie Yan, Lihui Chen, Jie Wu, Qian Tao, Bei Yan, Xiang Chen, Cong Peng

**Keywords:** Drug development, Melanoma

## Abstract

Patients with advanced melanoma have shown an improved outlook after anti-PD1 therapy, but the low response rate restricts clinical benefit; therefore, enhancing anti-PD1 therapeutic efficacy remains a major challenge. Here, our findings showed a significantly increased abundance of α-KG in healthy controls, anti-PD1-sensitive melanoma-bearing mice, and anti-PD1-sensitive melanoma patients; moreover, supplementation with α-KG enhanced the efficacy of anti-PD1 immunotherapy and increased PD-L1 expression in melanoma tumors via STAT1/3. We also found that supplementation with α-KG significantly increased the activity of the methylcytosine dioxygenases TET2/3, which led to an increased 5-hydroxymethylcytosine (5-hmC) level in the PD-L1 promoter. As a consequence, STAT1/3 binding to the PD-L1 promoter was stabilized to upregulate PD-L1 expression. Importantly, single-cell sequencing of preclinical samples and analysis of clinical data revealed that TET2/3-STAT1/3-CD274 signaling was associated with sensitivity to anti-PD1 treatment in melanoma. Taken together, our results provide novel insight into α-KG’s function in anti-PD1 treatment of melanoma and suggest supplementation with α-KG as a novel promising strategy to improve the efficacy of anti-PD1 therapy.

## Introduction

Metabolic reprogramming is a hallmark of cancer, resulting in altered metabolites that facilitate tumorigenesis by altering the tumor microenvironment or gene expression [1]. α-ketoglutarate (α-KG, also known as 2-oxoglutarate) is a key intermediate metabolite in the tricarboxylic acid cycle and plays an important role in epigenetic function by acting as a cofactor for ten-eleven translocation (TET) enzymes [2, 3], which induce DNA 5-methylcytosine catalysis into 5-hydroxymethylcytosine in regulatory regions [4]. Three members of the TET family (TET1-3) have been identified, all of which are α-KG-dependent dioxygenases that contribute to DNA demethylation; however, the members that function in different tumors vary [5]. α-KG metabolic dysregulation can directly contribute to the progression of lymphoid and myeloid neoplasms by inhibiting α-KG-dependent TET dioxygenases [6]. Moreover, 5-hmC is downregulated in solid tumors, including breast cancer, colon cancer, and lung cancer [7, 8]; however, the role of α-KG-TET signaling in melanoma has not been clearly elucidated.

Cutaneous melanoma is an aggressive malignant tumor derived from melanocytes [9] that does not respond to traditional treatments, including chemotherapy and radiotherapy [10]. Given the high frequency of BRAF mutations, targeted BRAF inhibitors (BRAFis), such as vemurafenib and dabrafenib, were developed for advanced melanoma therapy; however, patients treated with a BRAFi eventually experience drug resistance [11]. Recently, the application of anti-PD1 treatment has been well-documented to improve the survival of patients with metastatic melanoma [12]. Unfortunately, the record response rate is less than 30%, and these patients are prone to acquired drug resistance [13, 14]; therefore, the identification of key pathways that can be targeted to improve the efficacy of PD1 blockade remains necessary.

Metabolites of the TCA cycle have been documented to significantly impact antitumor immunity and immunotherapy. Excess pyruvate in macrophages increases PD-L1 expression by enhancing oxidative phosphorylation and TCA cycle activity [15]. Glutamate increases PD-L1 expression by enhancing the TCA cycle, and disruption of glutamine metabolism enhances the therapeutic efficacy of PD1 blockade in activated B-cell-diffuse large B-cell lymphoma [16].

In this research, we demonstrated that a PD1-responsive group had dramatically increased levels of α-KG; furthermore, exogenous supplementation with α-ketoglutarate enhanced the efficacy of PD1 blockade, providing a novel promising therapeutic strategy for melanoma.

## Results

### The abundance of α-ketoglutarate was related to the efficacy of anti-PD1 mAb treatment

To elucidate the metabolic alterations in melanoma, NMR was performed to detect differences in the levels of plasma metabolites between 20 normal individuals and 20 melanoma patients, and that of α-KG was found to be significantly altered. As shown in Supplementary Fig. 1A, B, the level of α-KG was dramatically reduced in melanoma patient plasma, and the AUC value of α-KG was 0.945 (Supplementary Fig. 1A, B). To explore the role of α-KG in melanoma, we treated melanoma cells with membrane-permeable dm-α-KG at several concentrations. As shown in Supplementary Fig. 1C–F, the proliferation and clonogenic ability of melanoma cells were not altered after treatment with dm-α-KG over a wide range of concentrations in vitro, indicating that α-KG might not influence melanoma cell growth.

It was reported that Yumm1.7 cells are more sensitive to anti-PD1 treatment. Consistent with this result, we found that the Yumm1.7 tumor volume of mice was significantly reduced after treatment with an anti-PD1 antibody (Supplementary Fig. 2A); and that the percentage of tumor shrinkage after anti-PD1 treatment was significantly higher in Yumm1.7 tumor-bearing mice than in B16F10 tumor-bearing mice (Supplementary Fig. 2B). The percentage of CD45^+^ immune cells in Yumm1.7-derived tumors was significantly higher than that in B16F10-derived tumors, indicating that Yumm1.7-derived tumors had favorable immune cell infiltration (Supplementary Fig. 2C). Interestingly, significant upregulation of α-KG was found in the plasma of Yumm1.7 tumor-bearing mice, compared with that of B16F10 tumor-bearing mice (Supplementary Fig. 2D); Similarly, among melanoma patients treated with an anti-PD1 monoclonal antibody as an adjuvant therapy, the α-KG level was significantly higher in the patients who responded to anti-PD1 treatment than in the non-responders, and these results suggested that α-KG might have an important role in anti-PD1 immunotherapy (Supplementary Fig. 2E).

### Supplementation with α-ketoglutarate enhanced the efficacy of PD1 blockade

To determine whether α-KG contributes to the efficacy of PD1 blockade in melanoma, we treated B16F10 tumor-bearing mice with an anti-PD1 mAb, α-KG, α-KG plus the anti-PD1 mAb or corn oil plus an IgG isotype control (vehicle) (Fig. 1A). Treatment with α-KG or the anti-PD1 mAb alone did not significantly suppress melanoma growth. However, α-KG plus the anti-PD1 mAb significantly enhanced the therapeutic effect on B16F10 tumor-bearing mice (Fig. 1B). Similarly, α-KG strengthened the efficacy of anti-PD1 therapy in Yumm1.7 tumor-bearing mice that were sensitive to anti-PD1 treatment (Supplementary Fig. 3A). No obvious changes were observed in body weight, which suggested that the α-KG and anti-PD1 mAb treatments had limited toxicity in tumor-bearing mice (Supplementary Fig. 3B). More importantly, α-KG + anti-PD1 treatment significantly extended the overall survival time of the two mouse models (Fig. 1C, Supplementary Fig. 3C). To investigate the status of immune infiltration associated with the enhanced therapeutic efficacy of α-KG + anti-PD1, tumor-infiltrating leukocytes were analyzed at the termination of treatment. As shown in Fig. 1D, the ratio of CD8^+^/CD4^+^ T cells was significantly elevated in the α-KG + anti-PD1 group, indicating a strengthened immune reaction (Fig. 1D). In addition, we investigated the cytotoxicity of CD8^+^ and CD4^+^ T cells through the detection of granzyme B (GZMB) and interferon γ (IFNγ) expression in these cells. As shown in Fig. 1E–H, compared to tumors given control treatment, tumors treated with α-KG + anti-PD1 exhibited increased ratios of infiltrating GZMB^+^CD8^+^/CD4^+^ T cells and IFNγ^+^CD8^+^/CD4^+^ T cells, suggesting that α-KG supported the efficacy of the anti-PD1 mAb by enhancing the cytotoxicity of CD8^+^/CD4^+^ T cells. In addition, we discovered significant changes in M2 (F4/80^+^CD11b^+^CD206^+^) macrophage subsets, which represent a suppressive immune microenvironment [17] (Fig. 1E–H). As shown in Fig. 1I, we noticed a reduction in the level of immunosuppressive M2 macrophages in the α-KG + anti-PD1 group (Fig. 1I). Notably, the proportion of CD45^-^PDL1^+^ cells was elevated in the α-KG + anti-PD1 group, suggesting that α-KG enhanced the efficacy of the anti-PD1 mAb by promoting PD-L1 expression (Fig. 1J). However, no obvious changes were observed in the populations of MDSCs and Treg cells, indicating that the effect of α-KG + anti-PD1 on immunity was not related to these two immunosuppressive cell types (Supplementary Fig. 3D, E). In summary, our results showed that α-KG + anti-PD1 treatment increased the expression of PD-L1 in tumor cells and induced a tumor-killing immune microenvironment. These results indicate that α-KG supplementation may be a promising therapeutic strategy to enhance the efficacy of anti-PD1 mAb therapy in melanoma.

**Fig. 1:**
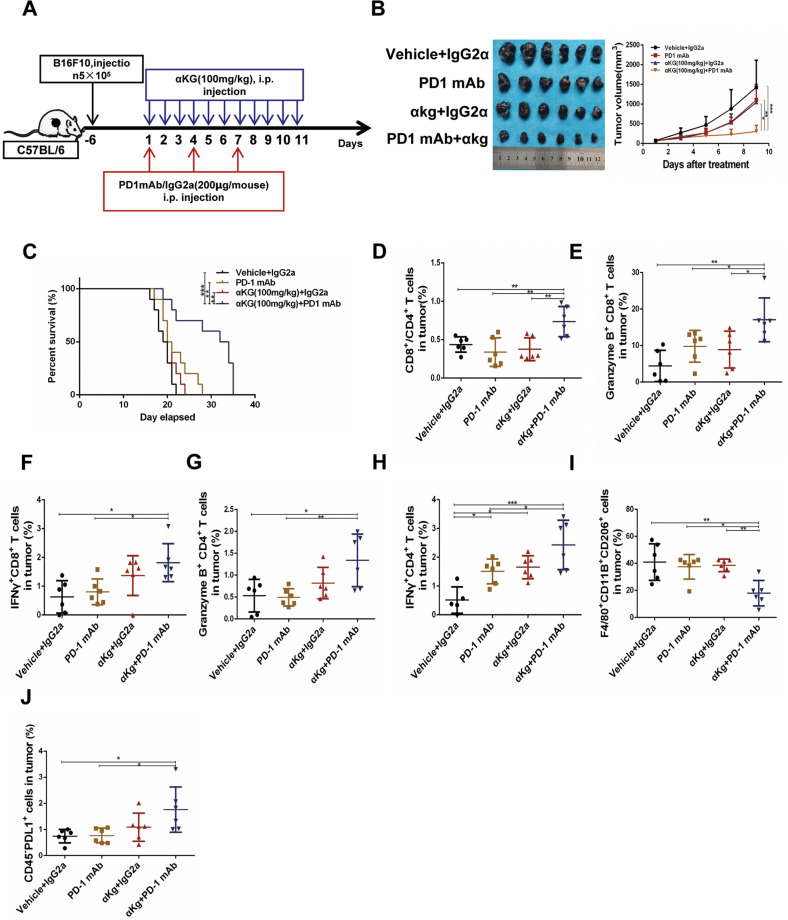
Supplementation with α-ketoglutarate treatment enhanced the efficacy of PD-1 blockade in B16F10 tumor-bearing mice. **A** Schematic diagram of α-ketoglutarate combined with PD1 mAb for melanoma treatment. **B** Tumors isolated from B16F10 tumor-bearing mice receiving the designated treatments (left panel). Tumor growth curves for B16F10 tumor-bearing mice receiving the designated treatments (right panel). **C** Survival curves of B16F10 tumor-bearing C57BL/6 mice. **D** The percentage of CD3^+^CD8^+^/CD3^+^CD4^+^ T cells in tumors determined by FACS. **E**–**I** The percentage of CD3^+^CD8^+^Granzyme B^+^ T cells **E**, CD3^+^CD8^+^IFNγ^+^ T cells **F**, CD3^+^CD4^+^Granzyme B^+^ T cells **G**, CD3^+^CD4^+^IFNγ^+^ T cells **H**, and F4/80^+^CD11B^+^MHC-II^+^ macrophages **I** in tumors determined by FACS. **J** The percentage of CD45^-^PDL1^+^ cells in tumors determined by FACS. Multiple experimental data (*n* = 6) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

### α-Ketoglutarate improved anti-PD1 immunotherapy through IFNγ-STAT1/3-CD274 signaling

Accumulated evidence suggests a key role for PD-L1 expression in anti-PD1 therapy [18]. To investigate the specific molecular mechanism by which α-KG enhances the efficacy of anti-PD1 therapy, RNA-seq was performed to profile the transcriptomic alterations in tumor tissues from B16F10 tumor-bearing mice after α-KG and anti-PD-1 mAb treatment, and 5633 significantly altered genes were identified (Supplementary Fig. 4A). 

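RNA was sequenced from 16 B16F10 tumors, with 4 tumors in each of the vehicle, anti-PD1, α-KG and α-KG + anti-PD1 groups. B16F10 is a mouse melanoma cell line that grows in C57BL/6 mice. The mice received vehicle, α-KG at 100 mg/kg, anti-PD1 or both treatments for 9 to 11 days. Messenger RNA was captured by its poly(A) tail, the second cDNA strand was marked with dUTP, and the libraries were read on a DNBSEQ instrument. The authors deposited 1 value per gene and tumor in FPKM (fragments scaled to transcript length and to the number of mapped fragments), rounded to 2 decimals. The values cover 18929 genes, each listed by symbol and NCBI Gene ID, without the genes encoded in mitochondrial DNA. The paper's text names no aligner, counting program, genome build or gene annotation, and no step that puts the tumors on a common scale. No read counts are given, so the depth of each tumor is unknown. The FPKM values summed to between 578171 and 635205 in the vehicle tumors (median 606198), 549740 and 651386 in the anti-PD1 tumors (median 594094), 581805 and 654772 in the α-KG tumors (median 604168), and 514180 and 527812 in the α-KG + anti-PD1 tumors (median 520846). Between 15718 and 16355 genes were above 0 in each tumor. The groups were compared on log2(FPKM + 1) with limma, which fitted 1 mean per group to all 16 tumors, and p was adjusted by the Benjamini-Hochberg method over the 12850 genes that reached 0.5 FPKM in at least 4 tumors. All fold changes are on the log2(FPKM + 1) scale, which understates the change of genes near or below 1 FPKM.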

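Between the α-KG + anti-PD1 and vehicle groups, the 2 groups of the volcano plot in Supplementary Fig. 4A, 5827 genes had an adjusted p under 0.05, which is 45.3% of the genes tested. Of these, 4479 were higher and 1348 were lower after α-KG + anti-PD1. In 4146 of them the 4 tumors of one group all lay beyond the 4 tumors of the other. Over all genes tested, called or not, this held for 34.8%, where chance gives 2.86% of genes. When an absolute log2 fold change of at least 2 was also required, 357 genes passed, 334 higher and 23 lower. The balance between higher and lower genes depended on the scaling of the tumors. The median log2 fold change over all genes tested was 0.15 for the values as deposited, -0.11 after quantile normalization, -0.16 after centering each tumor on its median and 0.36 after rescaling each tumor to the same sum. The numbers of higher and lower genes became 2241 and 3994 after the first of these scalings and 2197 and 4803 after the second, while 6264 of 6511 genes were higher after the third. Of the 5827 genes, 3493, 3545 and 4726 also passed under these scalings.
Among genes with separate groups and at least 1 FPKM in the higher group, the largest rise was that of Nkg7 (Gene ID 72310), a gene of cytotoxic lymphocytes. Its mean FPKM rose from 1.60 to 74.9, a log2 fold change of 4.74 (standard error 0.76, adjusted p = 0.000489). Gzmb, Gbp4 (17472), Il2rb (16185) and Serpina3g (20715) followed, with log2 fold changes of 4.45, 4.14, 4.13 and 4.06. The largest fall was that of the hemoglobin gene Hbb-bt (101488143), from 5268 to 511 FPKM, with a log2 fold change of -3.31 (standard error 0.47, adjusted p = 0.000417). Slc4a1 (20533), Alas2 (11656), Hba-a1 (15122) and Apol11b (328563) had log2 fold changes of -3.22, -3.15, -2.95 and -2.89. The 12 hemoglobin genes made up 14.4% of the FPKM sum at the median of the vehicle tumors and 2.18% at that of the α-KG + anti-PD1 tumors. Their share lay between 2.09% and 2.23% in the 4 α-KG + anti-PD1 tumors. It lay between 10.9% and 16.8% in vehicle, 4.23% and 22.2% in anti-PD1 and 4.85% and 15.1% in α-KG tumors. The labels name no batch, so a difference in the handling of this 1 group cannot be told apart from its treatment.

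**Figure D1:**
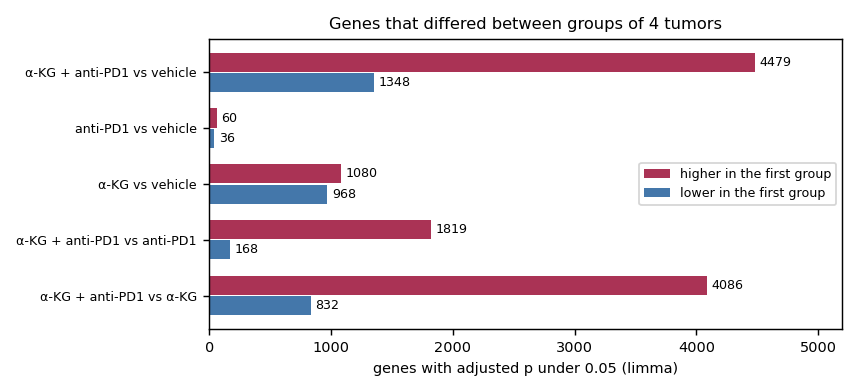
Number of genes with an adjusted p under 0.05 (horizontal axis, limma, 12850 genes tested) in each comparison of groups of 4 tumors, split into genes higher and lower in the first group. The comparison of α-KG + anti-PD1 with vehicle has 4479 higher and 1348 lower genes in the values as deposited.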

Further analysis demonstrated that a number of the significantly altered genes were involved in multiple pathways, including T-cell-related pathways, cancer pathways, and JAK-STAT signaling pathways, according to their Kyoto Encyclopedia of Genes and Genomes pathway annotations (Supplementary Fig. 4B). 

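The pathway gene sets of the annotation database were not used here, so the genes that can be read in Fig. 2A and families of genes fixed in advance are counted instead. Of the 16 genes in the T-cell block of Fig. 2A, all 16 were higher after α-KG + anti-PD1 than in vehicle. All 21 genes in the interferon and STAT block of that figure were higher too, with a median log2 fold change of 1.28, and 18 of them passed after quantile normalization and 19 after centering. The family of JAK, STAT, IRF, interferon receptor and PD-1 pathway genes has 36 members, 35 of which were tested. In that family 32 genes were higher and the other genes did not pass. After quantile normalization 26 of them were higher and 2 lower, and after centering on the tumor medians 23 were higher and 1 lower. Of 12 genes of the cell cycle, which were chosen as a cancer-related list, 10 were lower with a median log2 fold change of -0.38, but after rescaling to the same sum 1 was lower and 1 higher, with a median of -0.17. Of 9 tested genes of hypoxia and glycolysis, 3 were lower with a median of -0.15. After rescaling to the same sum the median was 0.07 with 3 lower, and after centering on the tumor medians it was -0.46 with 7 lower. Adjusted over the list alone, 16 genes of the T-cell block, 21 of the interferon block and 32 of the JAK-STAT family passed. The genes of Fig. 2A were chosen by the study on these tumors, so their counts are not independent evidence.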

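Ifng (Gene ID 15978) encodes interferon gamma, Gzmb (14939) encodes granzyme B, Cd3d (12500), Cd3e (12501) and Cd3g (12502) encode chains of the T-cell receptor complex, and Cd8a (12525) encodes a chain of the CD8 co-receptor. Ifng was at 7.91 ± 6.06 FPKM (SD, n = 4) in the α-KG + anti-PD1 tumors and at 0.290 ± 0.350 FPKM (SD, n = 4) in the vehicle tumors, a log2 fold change of 2.48 (standard error 0.46, limma adjusted p = 0.000946). The Gzmb mean was 73.5 ± 59.4 FPKM (SD, n = 4) against 2.03 ± 2.18, with an adjusted p of 0.000532. For Cd3e the means were 13.5 ± 11.0 and 0.438 ± 0.402 FPKM, a log2 fold change of 2.95 (adjusted p = 0.000625), and Cd3d and Cd3g rose by 2.86 and 3.94. Cd8a reached 17.2 ± 12.8 FPKM against 0.510 ± 0.493, with a log2 fold change of 3.26 (standard error 0.57, adjusted p = 0.000641). For each of these 6 genes, every α-KG + anti-PD1 tumor was above every vehicle tumor (exact two-sided permutation test, p = 0.029, the smallest p that 4 tumors against 4 allow). With each tumor left out in turn, the log2 fold change stayed between 2.11 and 3.01 for Ifng and between 2.87 and 3.85 for Cd8a. The spread between the treated tumors was wide, and Cd8a lay between 3.11 and 30.5 FPKM in the α-KG + anti-PD1 group.
The T-cell block of Fig. 2A had a median log2 fold change of 2.96 against vehicle, and 4.19 with a pseudocount of 0.1 in place of 1, the alternative that moved it most. Against anti-PD1 alone its median was 1.76 and 10 of the 16 genes passed, or 16 adjusted over the list alone. Against α-KG alone its median was 2.34 and all 16 genes passed.

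**Figure D2:**
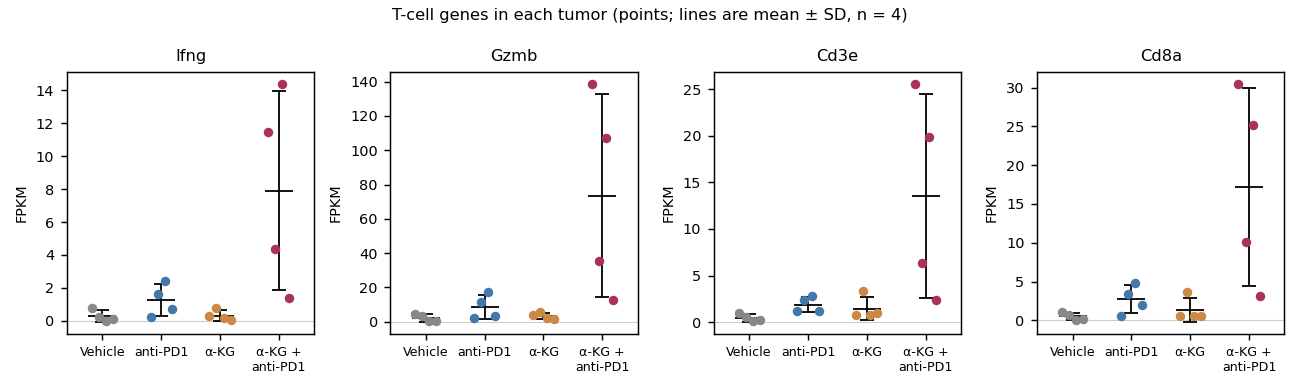
FPKM (vertical axis) of Ifng, Gzmb, Cd3e and Cd8a in each of the 16 tumors (points), with lines for the mean ± SD of 4 tumors per group. Gzmb lies between 12.8 and 138.8 FPKM in the 4 α-KG + anti-PD1 tumors and at a mean of 2.03 FPKM in the vehicle tumors.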

We then performed cluster enrichment analysis of representative genes that were differentially expressed in these pathways (Fig. 2A) and observed that genes related to T-cell function, such as IFNG, GZMB, CD3, and CD8a, were significantly upregulated after combination therapy. In addition, genes related to the IFNγ-STAT-CD274 signaling pathway were found to be significantly altered (Fig. 2A), and gene set enrichment analysis (GSEA) confirmed the pathway enrichment of IFNγ signaling (JAK-STAT pathway) and PD1-PD-L1–related signaling pathways in the α-KG + anti-PD1 group (Fig. 2B). 

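Stat3 (Gene ID 20848) was at 61.6 ± 12.2 FPKM (SD, n = 4) in the α-KG + anti-PD1 tumors, against 39.8 ± 3.30 in vehicle, 49.3 ± 5.93 in anti-PD1 and 48.3 ± 7.87 in α-KG tumors. Its log2 fold change against vehicle was 0.60 (standard error 0.14, limma adjusted p = 0.00327). After centering on the tumor medians it was 0.29 (adjusted p = 0.0583, in a range from 0.00106 to 0.0583 over the alternatives). Stat3 was 0.30 higher than in anti-PD1 tumors (adjusted p = 0.138) and 0.34 higher than in α-KG tumors (adjusted p = 0.0653), and neither difference passed the threshold. Without α-KG tumor 4 or α-KG + anti-PD1 tumor 2, Stat3 passed against α-KG with log2 fold changes of 0.42 and 0.45.
Cd274 (60533), which encodes PD-L1, was at 26.5 ± 10.8 FPKM (SD, n = 4) after α-KG + anti-PD1, 4.41 ± 2.24 in vehicle, 10.2 ± 3.56 after anti-PD1 and 27.2 ± 5.19 after α-KG alone. Its log2 fold change was 2.34 against vehicle (standard error 0.31, adjusted p = 0.000417), 1.27 against anti-PD1 (adjusted p = 0.0193) and -0.10 against α-KG (adjusted p = 0.814). The difference from anti-PD1 did not pass when only the 2 compared groups were fitted (adjusted p = 0.0644, in a range from 0.00997 to 0.0644 over the alternatives) or without anti-PD1 tumor 1, anti-PD1 tumor 4, α-KG + anti-PD1 tumor 1 or α-KG + anti-PD1 tumor 3, with log2 fold changes of 1.10, 1.18, 1.08 and 1.13. Within groups the gene followed the markers of all leukocytes, with r = 0.906 between deviations from group means (permutation p = 0.0001, the smallest that test can give). Ifng was 1.74 higher than in anti-PD1 tumors (adjusted p = 0.0260) and 2.44 higher than in α-KG tumors (adjusted p = 0.00151). The first of these did not pass with a pseudocount of 0.1 (adjusted p = 0.0600, in a range from 0.0139 to 0.0890) or without anti-PD1 tumor 1, anti-PD1 tumor 4, α-KG + anti-PD1 tumor 1 or α-KG + anti-PD1 tumor 3, with log2 fold changes from 1.37 to 1.65. Against vehicle, Jak2 (16452) rose by 0.72 (adjusted p = 0.00783) and Irf1 (16362) rose by 3.02 (adjusted p = 0.000961). After quantile normalization the Jak2 change was 0.35 (adjusted p = 0.0546, in a range from 0.00392 to 0.0546).
The sets of the published enrichment were not analysed here. As stand-ins, the JAK-STAT family and a list of 25 interferon-gamma-induced genes were tested as sets with camera, which presets the correlation between genes. The JAK-STAT family had a median log2 fold change of 1.02 against vehicle (limma camera, adjusted p = 2.7e-08 over 4 lists), and the 24 tested interferon-gamma-induced genes, all of them higher, had a median of 2.88 (adjusted p = 4.4e-08). The alternative that moved these medians most was centering on the tumor medians for the family (0.70) and a pseudocount of 0.1 for the induced genes (3.67). Relative to the median of all genes they rose by 0.86 and 2.73. In the values as deposited, both calls held under fry (p = 7.2e-05 and 0.000597) and not with the correlation estimated from the tumors (p = 0.148 and 0.213). Adjusted over the list alone, 24 of the induced genes passed against vehicle. Against anti-PD1 the family median was 0.69 with 14 genes passing, and that of the induced genes was 1.54 with 8 passing. Against α-KG the family median was 0.34, with 16 genes passing as higher and 1 as lower. After centering it was 0.07, with 8 higher and 4 lower. For the induced genes the median against α-KG was 2.65, with 24 passing.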

Further protein–protein interaction (PPI) analysis revealed that the major interacting factors were closely associated with IFNγ-STAT1/3-CD274 signaling (Supplementary Fig. 4C). 

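The 7 STAT genes and 9 IRF genes, 8 of them tested, are the transcription factors that carry interferon signals to the nucleus. Enrichment of their target genes was not analysed here. The STAT genes had a median log2 fold change of 0.80 between the α-KG + anti-PD1 and the vehicle tumors. Stat2 (Gene ID 20847) rose from 3.43 ± 1.86 to 18.6 ± 5.54 FPKM (SD, n = 4), with a log2 fold change of 2.18 (standard error 0.39, limma adjusted p = 0.000713). The 8 tested IRF genes were higher in the α-KG + anti-PD1 tumors, with a median log2 fold change of 1.56, and 6 of them passed after quantile normalization or centering on the tumor medians. Irf8 (15900) rose from 3.32 ± 2.91 to 41.3 ± 25.3 FPKM, with a log2 fold change of 3.30 (adjusted p = 0.000476). Irf4 (16364) rose from 0.288 ± 0.0709 to 1.17 ± 0.583 FPKM, with a log2 fold change of 0.71 (adjusted p = 0.00568). The Irf4 change did not pass after quantile normalization (0.31, adjusted p = 0.128) or centering (0.40, adjusted p = 0.0842), and its adjusted p ranged from 0.00189 to 0.128 over the alternatives. Irf8 and Irf4 are also expressed by leukocytes, whose markers differed between the groups. Against anti-PD1 alone 2 IRF genes passed, with 2 after centering and 6 after rescaling to the same sum, and against α-KG alone 6 passed, with 2 after centering and 6 after rescaling.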

We then performed transcription factor analysis and verified that the most significantly altered transcription factor was associated with the IFNγ-STAT signaling pathway (Supplementary Fig. 4D). Given these results, we hypothesized that supplementation with α-KG strengthens T-cell function by enhancing IFNγ-STAT1/3-CD274 signaling, which ultimately improves the therapeutic efficacy of anti-PD1 treatment.

**Fig. 2:**
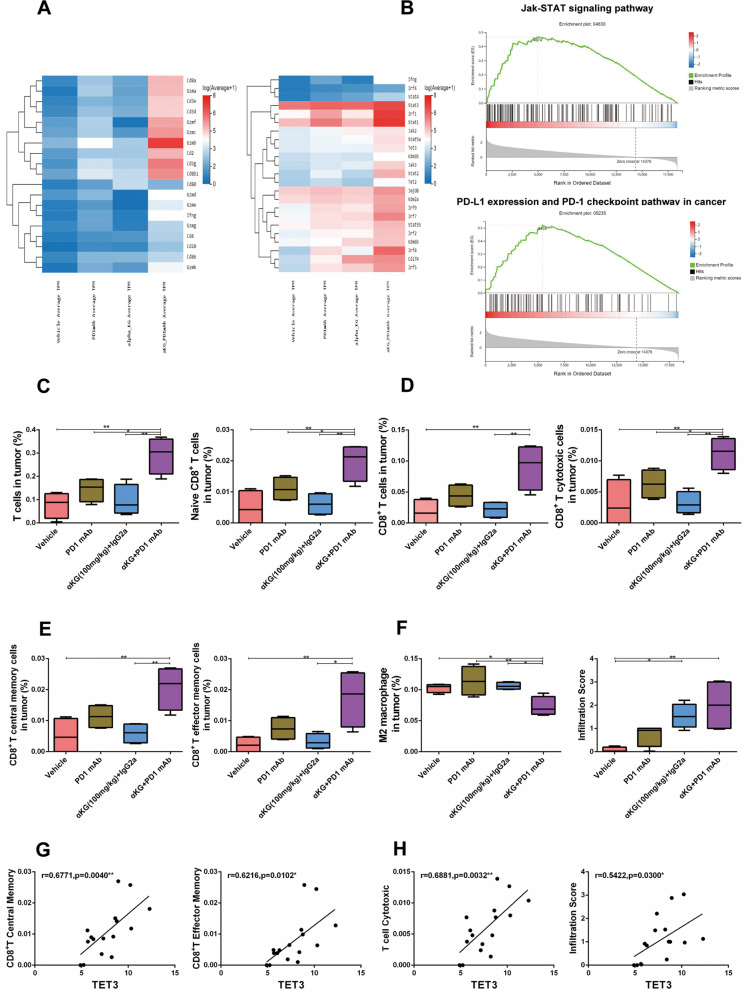
RNA-seq analyses of the effect of α-ketoglutarate and anti-PD-1 treatment on the gene expression profile. **A** Representative differential gene clustering map. **B** Enrichment map of GSEA signaling pathway enriched in α-KG + anti-PD1 group. C–F RNA-sequencing results were analyzed by the ImmuneCellAI-mouse method to characterize the immune microenvironment of melanoma tissue. The relative proportions of T cells (**C**, left panel), naive CD8^+^ T cells (**C**, right panel), CD8^+^ T cells (**D**, left panel), cytotoxic CD8^+^ T cells (**D**, right panel), central memory CD8^+^ T cells (**E**, left panel), effector memory CD8^+^ T cells (**E**, right panel) and M2 macrophages (**F**, left panel) and immune infiltration scores (**F**, right panel) in the tumor microenvironment. **G**, **H** Correlations of TET3 gene expression with the proportion of central memory CD8^+^ T cells (**G**, left panel), effector memory CD8^+^ T cells (**G**, right panel), cytotoxic CD8^+^ T cells (**H**, left panel) or immune infiltration scores (**H**, right panel). Multiple experimental data (*n* = 4) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

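The cell proportions of the published deconvolution were not computed here. Marker scores were computed instead, each the mean of log2(FPKM + 1) over a list of genes fixed in advance. The T-cell list has 15 genes, 12 of which are in the file, the CD8 list has Cd8a and Cd8b1, the cytotoxic list has 10 genes, and a list of 6 genes of naive and memory T cells does not separate naive, central memory and effector memory cells. Against vehicle, the α-KG + anti-PD1 scores were higher by 2.50 for T cells, 3.31 for CD8 T cells, 3.05 for cytotoxic genes and 1.01 for naive and memory T cells. For each of these 4 scores every α-KG + anti-PD1 tumor was above every vehicle tumor (exact two-sided permutation test, p = 0.029, and 0.029 after adjustment over 6 scores). The mean T-cell score was 0.60 in vehicle, 1.47 in anti-PD1, 1.19 in α-KG and 3.10 in α-KG + anti-PD1 tumors. With a pseudocount of 0.1 the T-cell difference was 3.94, and with z-scores in place of log2 values it was 2.14. After quantile normalization the naive and memory difference was 0.65 (exact p = 0.0571). Leaving out vehicle tumor 1, 2, 3 or 4 gave exact p values of 0.0571 for the first 3 scores. For the naive and memory score the value was 0.0857. In these fits every α-KG + anti-PD1 tumor still lay above every vehicle tumor, so the larger p does not come from overlap. The differences were 2.64, 2.55, 2.40 and 2.42 for T cells and 3.54, 3.37, 3.16 and 3.17 for CD8 T cells. They were 3.23, 3.14, 2.92 and 2.92 for cytotoxic genes, and 1.09, 1.08, 0.94 and 0.95 for naive and memory T cells.
Against anti-PD1 alone, the T-cell, CD8 and cytotoxic scores were higher by 1.63, 1.92 and 1.89 (exact p = 0.0571, 0.0857 and 0.0857, each 0.129 adjusted), and the naive and memory score by 0.36 (exact p = 0.371). Against α-KG alone, the same scores differed by 1.90, 2.58, 2.49 and -0.12 (exact p = 0.0571, 0.0571, 0.029 and 0.83), and after adjustment the first 3 were at 0.114. After adjustment these differences from the single treatments did not pass, but with 4 tumors per group a score at the smallest exact p of 0.029 passes only where at least 4 of the 6 scores reach it, so this test has little power. In the limma fit of single genes, 12 of 12 T-cell genes, 2 of 2 CD8 genes and 10 of 10 cytotoxic genes were higher than in α-KG tumors at an adjusted p under 0.05, and 11 of 12, 1 of 2 and 6 of 10 were higher than in anti-PD1 tumors. After quantile normalization these numbers were 12, 2 and 9 against α-KG and 5, 1 and 6 against anti-PD1. Without α-KG + anti-PD1 tumor 4 the T-cell, CD8 and cytotoxic differences from anti-PD1 were 2.09, 2.52 and 2.45, and the T-cell difference from α-KG was 2.37 (exact p = 0.029 for each). Leaving out any 1 α-KG tumor gave a cytotoxic difference between 2.33 and 2.74 (exact p = 0.0571), with the groups still free of overlap. The naive and memory score moved above that of α-KG alone without α-KG + anti-PD1 tumor 2, α-KG + anti-PD1 tumor 4 or α-KG tumor 2 (0.07, 0.04 and 0.06).

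**Figure D3:**
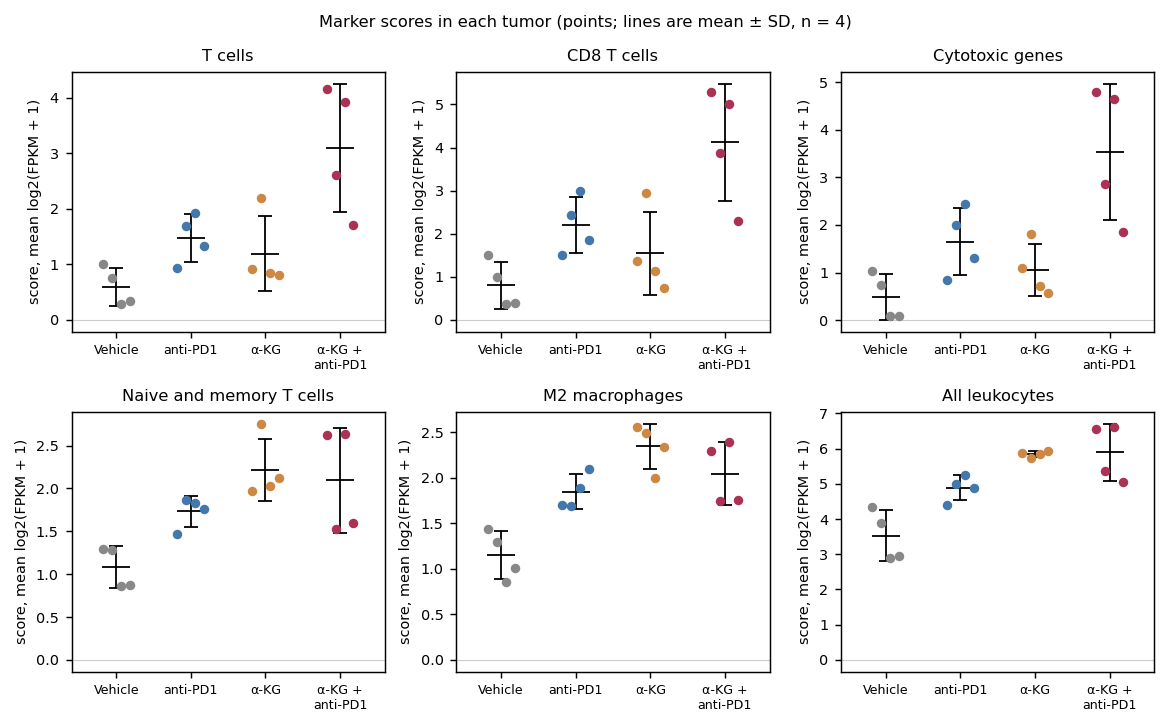
Marker scores (vertical axis, mean of log2(FPKM + 1) over the genes of each list) in each of the 16 tumors (points), with lines for the mean ± SD of 4 tumors per group. The T-cell mean is 3.10 in the α-KG + anti-PD1 tumors and 0.60 in the vehicle tumors.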

To verify our speculation, we used the ImmuneCellAI-mouse method to measure the immune cell composition [19], and the results showed that the level of T cells, naive CD8^+^ T cells, CD8^+^ T cells, cytotoxic CD8^+^ T cells, central memory CD8^+^ T cells and effector memory CD8^+^ T cells were significantly increased in the α-KG + anti-PD1 group (Fig. 2C–E). Moreover, the level of immunosuppressive M2 macrophages was significantly decreased after α-KG + anti-PD1 treatment (Fig. 2F). 

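M2 macrophages were followed by the mean log2(FPKM + 1) of 10 marker genes (Mrc1, Arg1, Cd163, Retnla, Chil3, Mgl2, Clec10a, Ccl17, Ccl22 and Il10), which measures their RNA in the whole tumor and not their share of the immune cells. The score was 1.15 ± 0.27 in vehicle, 1.85 ± 0.19 in anti-PD1, 2.35 ± 0.25 in α-KG and 2.05 ± 0.34 in α-KG + anti-PD1 tumors (SD, n = 4). It was 0.90 higher after α-KG + anti-PD1 than in vehicle (exact permutation test, p = 0.029) and differed from α-KG alone by -0.30 (exact p = 0.200). Against anti-PD1 it differed by 0.20 (exact p = 0.286), and by -0.02 after quantile normalization (exact p = 0.943). All 7 tested genes of the list were higher than in vehicle, and 5 of them passed after quantile normalization and 6 after centering. Mrc1 (Gene ID 17533) rose from 4.37 ± 3.16 to 10.2 ± 1.38 FPKM, with a log2 fold change of 1.25 (standard error 0.33, limma adjusted p = 0.00683). Arg1 (11846) rose from 13.8 ± 7.83 to 29.9 ± 13.0 FPKM, with a log2 fold change of 1.15 (standard error 0.36, adjusted p = 0.0184), and was at 51.7 ± 14.2 FPKM after anti-PD1 and 56.5 ± 17.1 after α-KG. The Arg1 change did not pass with only the 2 compared groups in the fit (adjusted p = 0.0509, in a range from 0.00760 to 0.0509) or without vehicle tumor 3, vehicle tumor 4 or α-KG + anti-PD1 tumor 3, with log2 fold changes of 0.96, 0.87 and 0.89. A list of 9 genes of macrophages in general rose by 2.30 against vehicle (exact p = 0.029), and the M2 score relative to it fell by 1.41 (exact p = 0.029). The 7 tested genes of a list of 9 M1 markers were all higher, with a median log2 fold change of 2.35.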

Overall analysis of immune scores revealed that the immune infiltration score was highest in the combination group (Fig. 2F). These results indicated that the immune microenvironment was dramatically improved after α-KG plus anti-PD1 therapy, which was consistent with the previous results observed by flow cytometric analysis of the tumor.

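All leukocytes together were followed by a score over 15 marker genes, whose mean was 3.52 ± 0.73 in vehicle, 4.89 ± 0.36 in anti-PD1, 5.85 ± 0.09 in α-KG and 5.90 ± 0.81 in α-KG + anti-PD1 tumors (SD, n = 4). The score after α-KG + anti-PD1 was 2.38 above vehicle (exact permutation test, p = 0.029), 1.01 above anti-PD1 (exact p = 0.0571, 0.129 adjusted over 6 scores) and 0.05 above α-KG (exact p = 0.914). The difference from α-KG alone was smaller than the spread between tumors. It was -0.01 after quantile normalization, -0.18 without α-KG + anti-PD1 tumor 1 and -0.19 without α-KG + anti-PD1 tumor 3. Without α-KG + anti-PD1 tumor 4 the difference from anti-PD1 was 1.29 (exact p = 0.029), and that from α-KG was 0.33. Of the 15 genes, 14 passed against vehicle in limma, with a median log2 fold change of 2.59 over the list. The score does not tell kinds of leukocytes apart. A score of 6 neutrophil genes was 6.48 in α-KG and 2.90 in α-KG + anti-PD1 tumors (exact p = 0.029). In the same order the T-cell score was 1.19 and 3.10 (exact p = 0.0571) and the general macrophage score 4.87 and 5.69 (exact p = 0.0857).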

Nevertheless, how α-KG affects IFNγ-STAT1/3-CD274 signaling remained unclear. Previous studies have demonstrated that α-KG acts as a cofactor of TET enzymes to increase the hydroxymethylation activity of these enzymes and remove methyl groups to increase gene expression [6]. α-KG can act as a cofactor for histone demethylases, which regulate gene expression by reducing the trimethylation of H3K9 and H3K27 [20]. 

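Tet2 (Gene ID 214133) and Tet3 (194388) encode dioxygenases that oxidize 5-methylcytosine and need α-KG. Tet2 was at 7.47 ± 1.52 FPKM (SD, n = 4) in the α-KG + anti-PD1 tumors, 3.31 ± 1.89 in vehicle, 4.28 ± 2.24 in anti-PD1 and 3.12 ± 0.784 in α-KG tumors. Its log2 fold change was 1.05 against vehicle (standard error 0.30, limma adjusted p = 0.0110), 1.04 against α-KG (adjusted p = 0.0134) and 0.77 against anti-PD1 (adjusted p = 0.0870). Tet3 was at 10.4 ± 1.39 FPKM (SD, n = 4), against 6.04 ± 1.61, 7.33 ± 1.59 and 7.19 ± 0.900 in the same order of groups. Its log2 fold change was 0.72 against vehicle (standard error 0.16, adjusted p = 0.00255), 0.48 against α-KG (adjusted p = 0.0270) and 0.47 against anti-PD1 (adjusted p = 0.0559). Neither gene passed the threshold against anti-PD1 alone. Without anti-PD1 tumor 2 both did, with log2 fold changes of 1.01 for Tet2 and 0.55 for Tet3, and Tet3 also without anti-PD1 tumor 3 (0.55). Without anti-PD1 tumor 1 the Tet2 change was 0.50. After quantile normalization the Tet2 change against vehicle was 0.58 (adjusted p = 0.0519, in a range from 0.00623 to 0.0519 over the alternatives) and the Tet3 change against α-KG was 0.19 (adjusted p = 0.227, in a range from 0.00920 to 0.227). Tet3 did not pass against α-KG without α-KG tumor 1, α-KG tumor 3, α-KG + anti-PD1 tumor 2 or α-KG + anti-PD1 tumor 3, with changes of 0.48, 0.41, 0.41 and 0.49. Tet1 (52463), the third member of the family, fell from 1.17 ± 0.168 to 0.785 ± 0.260 FPKM, with a log2 fold change of -0.29 (adjusted p = 0.0336, exact permutation p = 0.0857). After centering on the tumor medians the change was -0.60 (adjusted p = 0.00136), after rescaling to the same sum it was -0.24 (adjusted p = 0.188), and it passed under 7 of 9 alternatives other than leaving out a tumor. It passed in 2 of the 8 fits that left out 1 tumor. With vehicle tumor 2, 3 or 4, or α-KG + anti-PD1 tumor 1, 2 or 3, left out it did not pass, with changes of -0.25, -0.27, -0.30, -0.21, -0.29 and -0.28.
Of the 26 genes of the histone demethylase family, 24 were tested. Against vehicle 22 were higher and 2 lower in the values as deposited, while 12 were higher and 12 lower after quantile normalization and 13 and 11 after centering on the tumor medians. The family's median log2 fold change was 0.36, or 0.20 relative to the median of all genes (limma camera, adjusted p = 0.0238). The call held under fry (p = 0.00266) and not with an estimated correlation (p = 0.446). After quantile normalization, which moved it most, the median was -0.004 (limma camera, adjusted p = 0.261), and without α-KG + anti-PD1 tumor 4 it was 0.33 (adjusted p = 0.0548). In the values as deposited 14 genes passed against vehicle, 14 adjusted over the list alone, with 13 against α-KG and 5 against anti-PD1. Without vehicle tumor 4 the number against vehicle was 8. After quantile normalization 6 genes were higher and 3 lower than in vehicle, 4 were higher than in α-KG and 1 was higher than in anti-PD1. After rescaling to the same sum 17 were higher than in vehicle, 20 than in α-KG and 14 than in anti-PD1. Kdm2a (225876) was at 20.6 ± 1.10 FPKM (SD, n = 4) against 13.5 ± 2.62 in vehicle, with a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.00279). It was 0.45 higher than in α-KG (adjusted p = 0.0151) and 0.35 higher than in anti-PD1 (adjusted p = 0.0774). The latter passed without anti-PD1 tumor 2 (0.41), and the former did not pass without α-KG tumor 3 (0.36) or after quantile normalization (0.25). The difference from α-KG passed under 7 of 9 alternatives other than leaving out a tumor. Over these the change ranged from 0.18 to 0.68 and the adjusted p from 0.00528 to 0.132. Kdm6b (216850) was at 14.6 ± 0.612 FPKM (SD, n = 4) after α-KG + anti-PD1, 8.07 ± 0.755 in vehicle, 9.03 ± 2.10 in anti-PD1 and 14.6 ± 4.63 in α-KG tumors. Its log2 fold change was 0.78 against vehicle (adjusted p = 0.00206), 0.66 against anti-PD1 (adjusted p = 0.0230) and 0.04 against α-KG (adjusted p = 0.855). The last was -0.19 after quantile normalization, -0.07 without α-KG tumor 2 and -0.04 without α-KG tumor 3. The difference from anti-PD1 did not pass without anti-PD1 tumor 1, anti-PD1 tumor 4 or α-KG + anti-PD1 tumor 3, with changes of 0.58, 0.61 and 0.68. It passed under 8 of 9 alternatives other than leaving out a tumor. Over these the change ranged from 0.42 to 0.87 and the adjusted p from 0.0111 to 0.0551.

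**Figure D4:**
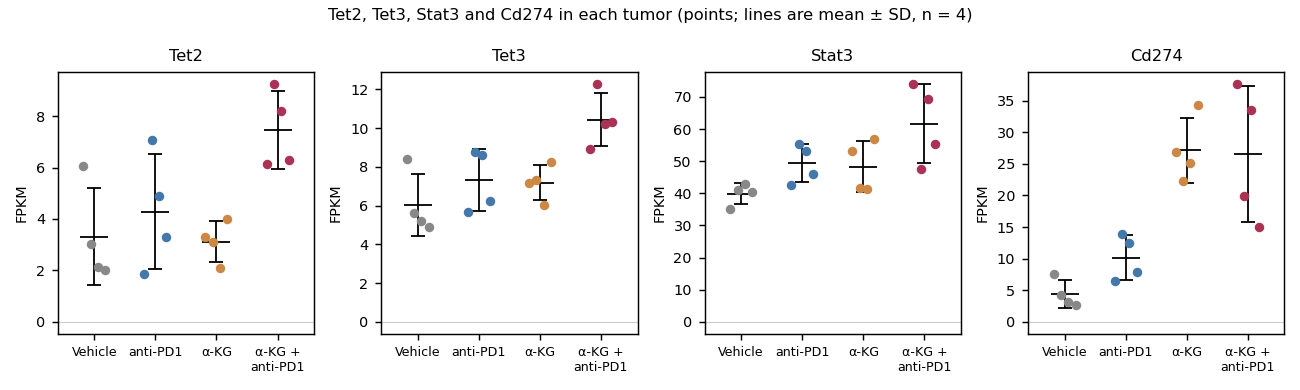
FPKM (vertical axis) of Tet2, Tet3, Stat3 and Cd274 in each of the 16 tumors (points), with lines for the mean ± SD of 4 tumors per group. Cd274 has means of 27.2 FPKM after α-KG alone and 26.5 FPKM after α-KG + anti-PD1, while Tet2 has means of 3.12 and 7.47 FPKM in the same groups.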

According to the RNA-seq results, α-KG-dependent TET2/3 and histone demethylation genes were significantly altered in the α-KG + anti-PD1 group compared with the other groups (Fig. 2A, right panel). In contrast, H3K9me3 and H3K27me3, which are typical repressive marks that limit gene expression [21], were not affected by α-KG (Supplementary Fig. 5A, B), suggesting that α-KG influences IFNγ-STAT1/3-CD274 signaling through TET2/3. To test our hypothesis, we assessed the relationship among TET2/3, STAT-CD274 signaling, and the immune microenvironment. We observed that central memory CD8^+^ T cells, effector memory CD8^+^ T cells, T-cell toxicity and immune infiltration scores were positively correlated with the expression of TET3 (Fig. 2G, H). Similarly, TET2 expression was highly correlated with central memory CD8^+^ T cells, effector memory CD8^+^ T cells and T-cell toxicity (Supplementary Fig. 5C). Moreover, STAT1 and STAT3 were significantly correlated with effector memory CD8^+^ T cells, T-cell toxicity and immune infiltration scores (Supplementary Fig. 5D, E). In addition, TET2/3 and STAT1/3 were inversely correlated with immunosuppressive M2 macrophages (Supplementary Fig. 5F). Furthermore, we analyzed the correlation of STAT1/3 expression with that of CD274 in the transcriptome and found that the expression of both STAT1 and STAT3 was positively correlated with the expression of CD274 (Supplementary Fig. 5G), consistent with previous reports [22, 23]. 

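The FPKM of Tet3 was set against the marker scores over all 16 tumors. It was 1 of 4 genes set against 4 scores, so p was adjusted over 16 relations. With the cytotoxic score, Pearson's r was 0.706 (permutation p = 0.00185, adjusted 0.00740) and Spearman's rho was 0.850 (permutation p = 7.0e-05, adjusted 0.00056). The pan-leukocyte score gave r = 0.583 (permutation p = 0.0179, adjusted 0.0319) and rho = 0.588 (permutation p = 0.0187, adjusted 0.0499). For the naive and memory T-cell score r was 0.394 (permutation p = 0.130, adjusted 0.174) and rho was 0.468 (permutation p = 0.0699, adjusted 0.102), which did not pass. Without the tumors farthest from the median of Tet3, vehicle tumor 4 and α-KG + anti-PD1 tumor 2, r was 0.695, 0.581 and 0.483 for the same scores, and the adjusted p of the pan-leukocyte relation was 0.115. Most of the relation lay between the groups. Between deviations from the group means r was 0.136 with the cytotoxic score, 0.260 with the pan-leukocyte score and -0.0236 with the naive and memory score (permutation p = 0.686, 0.428 and 0.944). After quantile normalization, r with the cytotoxic score was 0.422 (adjusted p = 0.185, in a range from 0.00432 to 0.784 over the alternatives). The labels of the tumors name no sequencing batch, so no relation within batches was computed.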

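For Tet2, r with the cytotoxic score was 0.742 over the 16 tumors (permutation p = 0.00105, adjusted 0.00560) and rho was 0.797 (permutation p = 0.00039, adjusted 0.00208). Without α-KG + anti-PD1 tumors 2 and 3, the farthest from the median of Tet2, r was 0.647 (adjusted p = 0.0337). Between deviations from the group means r was 0.337 (permutation p = 0.238), and after quantile normalization it was 0.591 (adjusted p = 0.0531, in a range from 0.00309 to 0.381 over the alternatives). With the naive and memory T-cell score, which stands in for the memory cells, r was 0.300 (permutation p = 0.259, adjusted 0.277) and rho was 0.341 (permutation p = 0.196, adjusted 0.209). That relation did not pass, and after quantile normalization r was -0.0721. The pan-leukocyte score gave r = 0.461 (permutation p = 0.0722, adjusted 0.105) and rho = 0.456 (permutation p = 0.0782, adjusted 0.104).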

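Over the 16 tumors, Stat3 had r = 0.806 with the cytotoxic score (permutation p = 0.00058, adjusted 0.00464; rho = 0.632, permutation p = 0.0102, adjusted 0.0327), r = 0.636 with the naive and memory score (permutation p = 0.00782, adjusted 0.0209; rho = 0.574, permutation p = 0.0219, adjusted 0.0501) and r = 0.688 with the pan-leukocyte score (permutation p = 0.0033, adjusted 0.0106; rho = 0.682, permutation p = 0.0044, adjusted 0.0176). Without α-KG + anti-PD1 tumors 1 and 3, the farthest from the median of Stat3, r was 0.423, 0.363 and 0.512 and none of the 3 relations passed. Leaving out the most extreme tumors also narrows the range of Stat3, which lowers r by itself. Between deviations from the group means r was 0.540, 0.502 and 0.507 (permutation p = 0.194, 0.204 and 0.164).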

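Against the M2 marker score, Tet2 had r = 0.220 (permutation p = 0.410 before and after adjustment over the 16 relations) and rho = 0.247 (permutation p = 0.355) over the 16 tumors. Tet3 had r = 0.375 (permutation p = 0.153, adjusted 0.177) and rho = 0.379 (permutation p = 0.147, adjusted 0.181). For Stat3 r was 0.549 (permutation p = 0.0268, adjusted 0.0428) and rho was 0.521 (permutation p = 0.0403, adjusted 0.0799). The score is the level of M2 marker RNA in the tumor, not a share of its macrophages, and its mean was lowest in the vehicle tumors. Between deviations from the group means r was 0.199 for Tet2, 0.0581 for Tet3 and 0.443 for Stat3 (permutation p = 0.486, 0.849 and 0.190). After quantile normalization r was -0.107 for Tet2, 0.128 for Tet3 and 0.447 for Stat3. Without the tumors farthest from the median of each gene, r was 0.179, 0.389 and 0.454, and the relation with Stat3 no longer passed (adjusted p = 0.233, in a range from 0.0380 to 0.363 over the alternatives).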

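Over the 16 tumors, the FPKM of Stat3 and Cd274 had r = 0.741 (permutation p = 0.00083, adjusted over 2 relations 0.00166) and rho = 0.691 (permutation p = 0.00374, adjusted 0.00748). Without α-KG + anti-PD1 tumors 1 and 3, the farthest from the median of Stat3, r was 0.524 (permutation p = 0.0543, adjusted 0.109) and no longer passed. Between deviations from the group means r was 0.828 (permutation p = 0.0124), so within groups the genes rose and fell together.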

Overall, based on the RNA-seq results for melanoma tumor tissues, we concluded that α-KG promotes IFNγ-STAT1/3-CD274 signaling through TET2/3, which in turn improves immune responsiveness and ultimately enhances the therapeutic efficacy of anti-PD1 therapy.

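The group given α-KG alone shows the effect of the metabolite without the antibody. Against vehicle, 2048 genes had an adjusted p under 0.05 in limma, 1080 higher and 968 lower. After quantile normalization these numbers were 1039 and 1644, after centering 1055 and 1379, and after rescaling to the same sum 885 and 420. Without vehicle tumor 3, vehicle tumor 4 or α-KG tumor 3, 1256, 1278 and 1337 genes passed. Cd274 rose by 2.45 (standard error 0.31, adjusted p = 4.8e-05), and every α-KG tumor was above every vehicle tumor (exact permutation p = 0.029). Ifng differed by 0.04 (standard error 0.46, adjusted p = 0.967). For Tet3 the log2 fold change was 0.24 (adjusted p = 0.342), and for Tet2 it was 0.003 (standard error 0.30, adjusted p = 0.996). Leaving out 1 tumor moved these changes from -0.11 to 0.21 for Ifng and from -0.14 to 0.27 for Tet2, and both were negative without vehicle tumor 3, vehicle tumor 4 or α-KG tumor 2. After quantile normalization the changes of Ifng and Tet2 were -0.05 and -0.16.
Between anti-PD1 alone and vehicle 96 genes passed, 60 higher and 36 lower, and 2130 genes had an unadjusted p under 0.05. Of the 35 splits of these 8 tumors into 4 and 4, 3 gave as many genes, the real one included, so the count is no more than chance splits give. Without vehicle tumor 1 the number was 885, and without vehicle tumor 3, vehicle tumor 4 or anti-PD1 tumor 2, 3 or 4 it was 0, with 1240, 1220, 1630, 1493 and 1877 genes at an unadjusted p under 0.05. Cd274 rose by 1.07 after anti-PD1 (adjusted p = 0.0987), and by 1.32 without vehicle tumor 1 (adjusted p = 0.0199). Tet2 rose by 0.28 (adjusted p = 0.654) and Tet3 by 0.25 (adjusted p = 0.451).
The interaction tests whether both treatments together differ from the sum of each alone. It passed for 1429 genes, of which 1027 were positive and 402 negative, and the split was 569 and 559 after quantile normalization, 389 and 633 after centering and 2070 and 288 after rescaling to the same sum. The number was 789, 2362 and 699 without anti-PD1 tumors 1, 2 and 4, 725 without α-KG tumor 3 and 892 without α-KG + anti-PD1 tumor 2. For Tet2 the interaction was 0.76 (adjusted p = 0.239), for Tet3 0.23 (adjusted p = 0.513) and for Cd274 -1.18 (adjusted p = 0.0883). That of Cd274 passed without vehicle tumor 1 (-1.43, adjusted p = 0.0375) and after centering (-1.37, adjusted p = 0.0348, in a range from 0.0348 to 0.134 over the alternatives). Of the 12 comparisons of Tet2, Tet3, Stat3 and Cd274 between α-KG + anti-PD1 and each other group, 7 passed as increases in the values as deposited. Compared with anti-PD1 alone, α-KG + anti-PD1 changed 1987 genes, 1819 of them higher, and compared with α-KG alone it changed 4918, 4086 of them higher. After quantile normalization 721 were higher and 1082 lower than with anti-PD1, and 2023 and 2020 than with α-KG. After centering the splits were 802 and 1968, and 1758 and 3127. Without anti-PD1 tumor 1, anti-PD1 tumor 4, α-KG + anti-PD1 tumor 1 or α-KG + anti-PD1 tumor 3, the number against anti-PD1 was 228, 316, 979 and 350. From the altered TET2/3 and IFNγ-STAT-CD274 genes in the combination group and their relations with the immune cells of the tumors, the paper concludes that α-KG acts on this signaling through TET2/3 and thereby raises the efficacy of anti-PD1.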

### TET2/3-STAT1/3-CD274 signaling was upregulated in tumors in mice that responded to anti-PD1 treatment

To verify the relevance of the TET2/3-STAT1/3-CD274 signaling axis to the efficacy of anti-PD1 treatment, we used single-cell sequencing to elucidate the overall landscape of B16F10 and Yumm1.7 tumors in mice after anti-PD1 mAb treatment (Fig. 3A, Supplementary Fig. 6A). Similar to the overall transcriptomic analysis results, GSEA revealed significant enrichment of the JAK-STAT and PD1-PD-L1 signaling pathways in melanoma clusters (Fig. 3B). We further found that TET2/3, STAT1/3 and CD274 were more highly expressed in anti-PD1-treated Yumm1.7-derived melanoma cells than in similarly treated B16F10 cells (Fig. 3C–G). Similarly, we used violin plots to demonstrate the gene expression levels of components of the TET2/3-STAT1/3-CD274 signaling axis in melanoma cluster (Clusters 0, 1, 2, 3 and 5) (Supplementary Fig. 6B–F). Overall, the above single-cell analysis further suggests that the TET2/3-STAT1/3-CD274 signaling axis correlates with anti-PD1 treatment sensitivity.

**Fig. 3:**
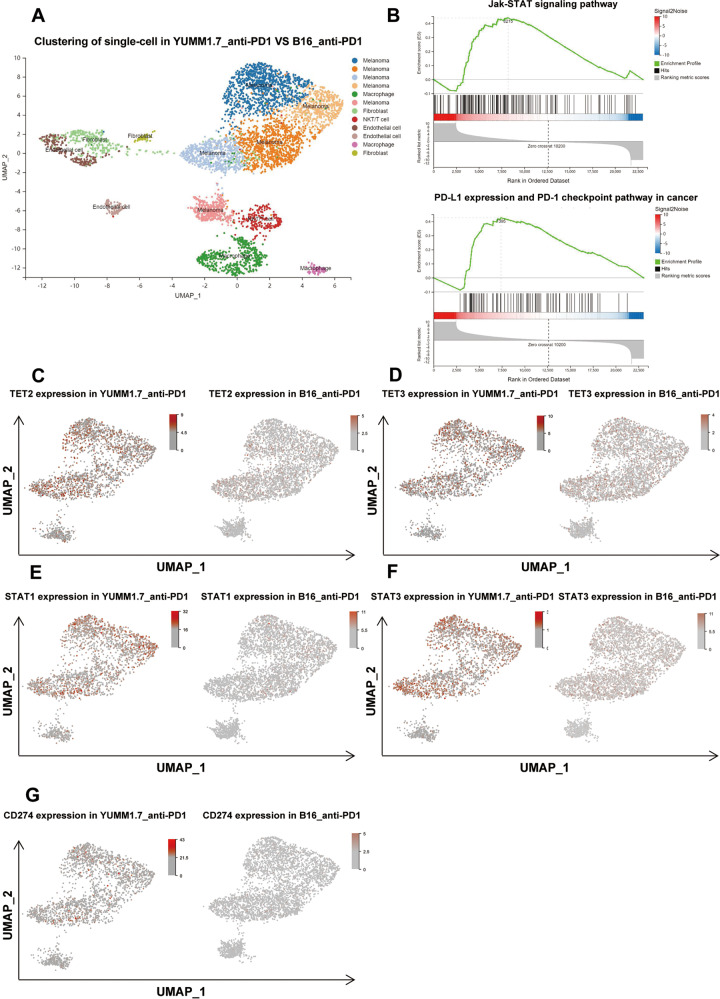
TET2/3-STAT1/3-CD274 signaling was upregulated in tumors of mice that responded to anti-PD1 treatment. **A** Plot of Uniform manifold approximation and projection (UMAP) for anti-PD1 treatment profiles (number of tumors from B16F10 tumor-bearing mice: *n* = 2 and number of tumors from Yumm1.7 tumor-bearing mice: *n* = 2; *n* = 21 516 cells), with color coding indicating cell clusters. **B** Enrichment map of GSEA signaling pathway enriched in Yumm1.7_ anti-PD1 group compared to B16F10_ anti-PD1 group. **C**–**E**, Gene expression in Yumm1.7_ anti-PD1 or B16F10_ anti-PD1 single cell clusters.

### The TET2/3-STAT1/3-CD274 pathway was positively correlated with anti-PD1 treatment responses in melanoma patients

Next, to validate our preclinical observations in melanoma patients, we investigated the expression of components of the TET-STAT1/3-CD274 axis in several melanoma datasets. Consistent with our above results, TET2/3, but not TET1, were downregulated in melanoma patients in multiple GEO datasets (Supplementary Fig. 7A, B), and TET3 expression was positively correlated with STAT3 expression (Supplementary Fig. 7C). Similarly, online TCGA/GTEx database analysis revealed that TET2/3 expression was significantly lower in skin cutaneous melanoma (SKCM) patients than in normal people (Supplementary Fig. 7D) and that TET expression positively correlated with that of STAT1/3 (Supplementary Fig. 7E, F) [24].

Furthermore, we evaluated the relationship between TET-STAT-CD274 signaling and immunotherapeutic efficacy in anti-PD1-treated melanoma patients from the GEO database and found that compared to the corresponding pretreatment expression, TET3 (6/9), STAT1 (5/9), and STAT3 (5/9) expression after treatment was increased in more than 55–66% of PRCR patients (Fig. 4A, B). Notably, TET-STAT-CD274 signaling molecule expression levels were highly correlated in 9 paired PRCR melanoma patients (Fig. 4C, D). Additionally, immune infiltration correlations were calculated by using the ESTIMATE algorithm. Based on the calculations, we found that the stromal score, immune score and ESTIMATE score were significantly higher in the PRCR group than in the PD group and that tumor purity was lower in the PD group, indicating that the immune microenvironment was improved in the PRCR group (Fig. 4E, F). By further analyzing the relationship between TET-STAT-CD274 signaling and the ESTIMATE score, we found that TET3 expression was positively correlated with the immune score (Supplementary Fig. 8A). STAT1 expression was highly correlated with the immune score and ESTIMATE score and negatively correlated with tumor purity (Fig. 4G). In addition, CD274 expression was positively correlated with the stromal score, immune score and ESTIMATE score and inversely correlated with tumor purity (Supplementary Fig. 8B, C). Similar to the ESTIMATE results, the immune cell composition measured by the ImmuneCellAI-human method [25] was significantly improved in the PRCR group, which had significantly higher level of CD8^+^ T cells, CD4^+^ T cells, cytotoxic CD8^+^ T cells, and γδ T cells than the PD group; the PRCR group also had better immune infiltration scores (Fig. 4H–J). Further correlation analysis demonstrated that STAT1 and CD274 expression was positively correlated with the CD8^+^ T-cell, cytotoxic CD8^+^ T-cell, and γδ T-cell expression scores (Supplementary Fig. 8D, E). Together, these analyses verify that TET2/3-STAT1/3-CD274 signaling predicts a better immune microenvironment and better responsiveness to PD1 blockade in melanoma patients.

**Fig. 4:**
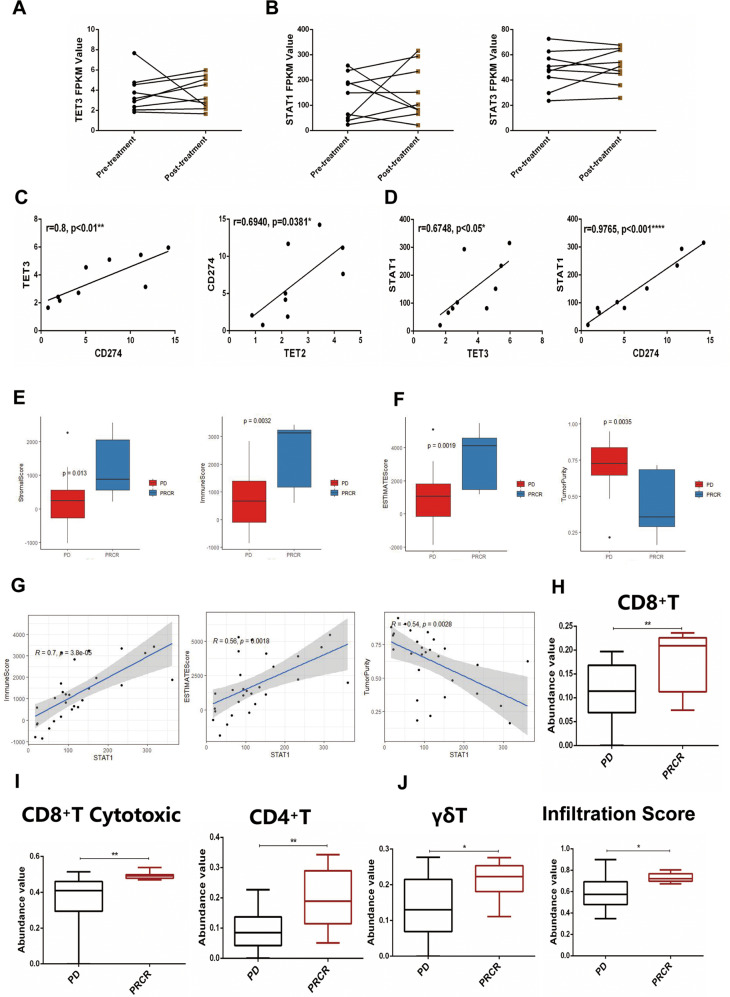
TET2/3-STAT1/3-CD274 signaling positively correlates with anti-PD1 treatment responsiveness in melanoma patients. **A**, **B** Data from the GEO database (GSE 91061) were used to analyze the TET2/3 **A** and p-STAT1/3 **B** expression in PD-1 blockade-treated melanoma patients. **C**, **D** Data from the GEO database (GSE 91061) were used to analyze the relevance of TETs and STAT-CD274 signaling. The results are expressed as the Spearman rank correlation coefficient. **E**, **F** Data from the GEO database (GSE 91061) were analyzed by the ESTIMATE algorithm to characterize the relationships between the PD or PRCR groups and immune infiltration. G, Data from the GEO database (GSE 91061) were analyzed by the ESTIMATE algorithm to characterize the correlations between STAT1 expression and immune scores (**G**, left panel), estimate scores (**G**, middle panel) or tumor purity (**G**, right panel). **H**–**J** Data from the GEO database (GSE 91061) were analyzed by the ImmuneCellAI-human method to characterize the immune microenvironment of melanoma tissue. The relative proportions of CD8^+^ T cells **H**, cytotoxic CD8^+^ T cells (**I**, left panel), CD4^+^ T cells (**I**, right panel), and γδ T cells (**J**, left panel) and immune infiltration scores (**J**, right panel) in the tumor microenvironment. Data are expressed as the mean (PD *n* = 19, PRCR *n* = 9) ± SD. PR partial response, CR complete response, PD progressive disease. Asterisks (*) indicate the degree of significant difference.

### α-Ketoglutarate regulated the IFNγ-induced STAT1/3-PD-L1 pathway through TET2/3

To further corroborate the link between α-KG-TET2/3 and PD-L1, we treated melanoma cells with dm-α-KG, and the results showed that α-KG promoted the protein expression of PD-L1 and TET2/3 in melanoma cells (Fig. 5A, B). Moreover, α-KG significantly elevated the expression of PD-L1 induced by IFNγ at both the mRNA and protein levels (Fig. 5C, D, Supplementary Fig. 9A, B). In addition, α-KG increased the IFNγ-induced expression of p-STAT1/3 (Fig. 5D, Supplementary Fig. 9B). Similar to the in vitro findings, α-KG supplementation led to marked PD-L1 upregulation at the RNA and protein expression levels in tumor tissue in the α-KG + anti-PD1 group (Fig. 5E, F). The expression of TET2/3 and p-STAT1/3 was also increased in tumor tissue in the α-KG + anti-PD1 group (Fig. 5F). TSA-multicolor tissue immunofluorescence further verified that p-STAT1/3-PD-L1 signaling was significantly increased in the α-KG + anti-PD1 group (Fig. 5G). These findings indicate that α-KG affects IFNγ-STAT1/3-CD274 signaling through TET2/3.

**Fig. 5:**
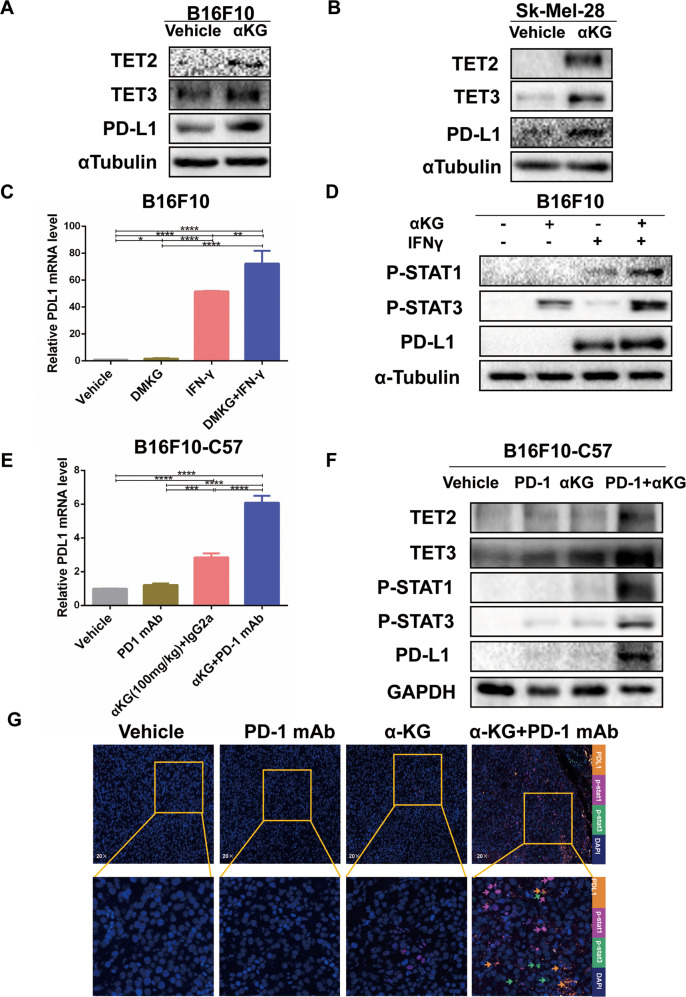
α-ketoglutarate upregulated the expression of TET2/3 and IFNγ-induced STAT1/3 and PD-L1 in melanoma cells. **A**, **B** Cell lysates were extracted from B16F10 **A** and Sk-Mel-28 **B** cells, and immunoblotting was then performed. **C**, **D** Extraction of mRNA and protein from treated melanoma cells, and qRT–PCR **C** and immunoblotting **D** were then performed. **E**, **F** Extraction of mRNA and protein from treated B16F10 tumor-bearing mouse tissues, and qRT-PCR **E** and immunoblotting **F** were then performed. **G** Detection of the expression of p-STAT1/3 and PD-L1 in B16F10 tumor-bearing mouse tissues by TSA-fluorescent multiplex immunofluorescence staining after the indicated treatments. Multiple experimental data (*n* = 3) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

To further explore how α-KG-regulated TET2/3 control IFNγ-STAT1/3-CD274 signaling, five primer pairs were designed based on the −1500 bp~−1 bp region of the CD274 promoter region sequence (Fig. 6A), and the level of CD274 promoter hydroxymethylation in tumors was detected using the hydroxymethylated DNA immunoprecipitation (hMeDIP) method. Based on the results, we found that the 5-hmC levels of the CD274 promoter region (−535~−296 bp and −273~−61 bp) were significantly elevated in the α-KG + anti-PD1 group, suggesting that α-KG supplementation promotes PD-L1 expression by regulating its demethylation in response to anti-PD1 mAb treatment (Fig. 6B, Supplementary Fig. 9C). ChIP experiments further confirmed that both STAT1 and STAT3 could directly bind to the CD274 promoter and that the binding of STAT1/3 to the CD274 promoter was enhanced by the addition of α-KG (Fig. 6C, D, Supplementary Fig. 9D). In addition, since both TET2/3 and STAT1/3 are capable of binding to the PD-L1 promoter, we evaluated whether there is an interaction between them. Specifically, we examined whether there is a direct interaction between TET2/3 and STAT1/3 and found that TET2/3 could directly bind to p-STAT1/3 and that the addition of α-KG and IFNγ enhanced the interaction (Fig. 6E, Supplementary Fig. 9E). Furthermore, α-KG significantly decreased the degradation of IFNγ-induced p-STAT1/3 after treatment with the protein synthesis inhibitor cycloheximide (CHX) (Fig. 6F, Supplementary Fig. 9F). Moreover, the enhancement of IFNγ-STAT1/3-CD274 signaling by α-KG was diminished after inhibition of TET2/3 (Fig. 6G). Taken together, these findings indicate that α-KG-activated TET2/3 bind to the CD274 locus to promote CD274 demethylation and transcription.

**Fig. 6:**
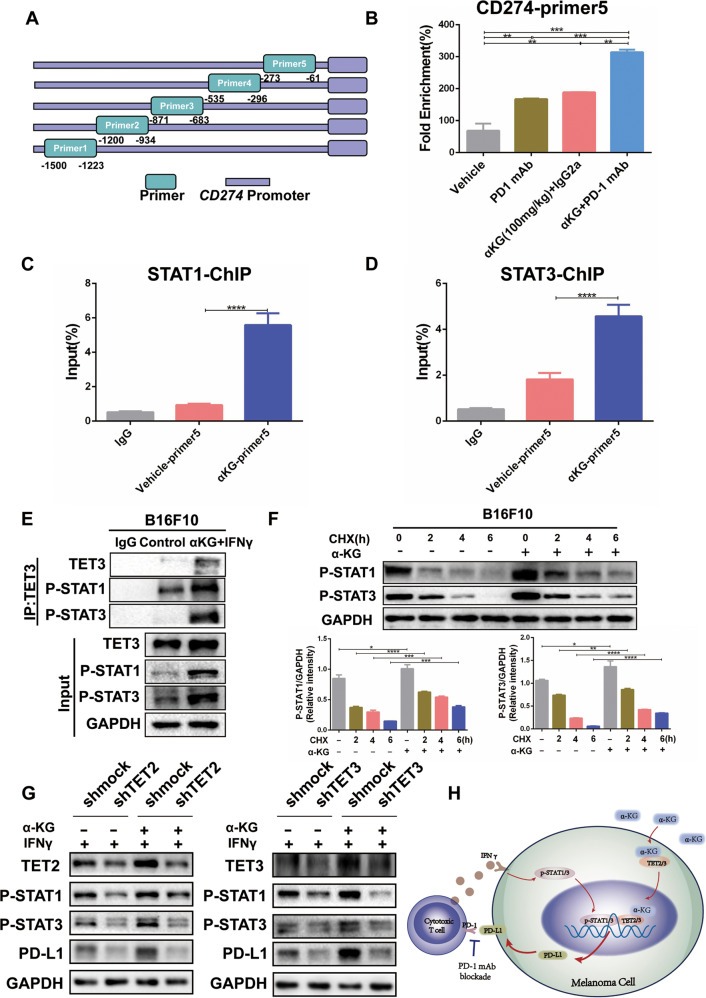
Regulation of PD-L1 by the α-KG-TET2/3-p-STAT1/3 axis is required. **A** Designed primers for hMeDIP analysis and ChIP experiments. **B** 5-hmC levels of PD-L1 promoters in B16F10 tumor-bearing mouse tissues after the designated treatments. **C**, **D** ChIP-qPCR was performed to detect the binding of STAT1 **C** or STAT3 **D** to PD-L1 promoter sites in B16F10 cells with or without α-KG treatment. **E** Immunoprecipitation analysis of TET3 with p-STAT1/3 in B16F10 cells receiving the designated treatments. **F** P-STAT1/3 protein levels at different time points after IFNγ stimulation in B16F10 cells treated with CHX (100 mg/mL) or α-KG (200 μm). **G** The expression of p-STAT1/3 and PD-L1 protein levels was detected by immunoblotting after knocking down TET2 (left panel) /TET3 (right panel) under the designated treatment. **H** Schematic diagram of the mechanism. Multiple experimental data (*n* = 3) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

## Discussion

PD-L1, also named CD274, is a typical transmembrane immunoglobulin protein that functions in association with PD1 in the restriction of immune cell hyperactivation, including CD8^+^ T-cell hyperactivation, and maintenance of immune homeostasis [26]. However, under tumorigenic conditions, tumor cells express PD-L1 to trigger the PD-L1/PD1 signaling pathway in T cells and block CD8^+^ T-cell activation, leading to tumor immune escape [23]. Anti-PD1/PD-L1 treatment blocks the interaction between PD-L1 and PD1 and activates CD8^+^ T cells to kill cancer cells, which produces a promising antitumor effect; therefore, PD-L1 expression has been considered to be a predictive biomarker for response to anti-PD1 therapy [27].

Metabolic reprogramming is one of the hallmarks of tumors, and it not only plays a crucial role in tumorigenesis and tumor signaling but also has a broader significance in antitumor effects through the release of metabolism-related factors (e.g., lactate, arginine, tryptophan, IFNγ, and PD-L1) [1, 28]. For example, in melanoma patients, the LDHA and lactate levels in tumors are negatively correlated with antitumor CD8^+^ T-cell activity and overall patient survival [29]. Lactate is exported to the extracellular environment through monocarboxylate transporter (MCT), which creates an acidic tumor microenvironment (TME) [30] that results in aggressive tumor cells and suppression of antitumor immunity [31]. Our previous studies also showed that dysregulated glutamate-cystine transport in melanoma cells promoted the secretion of exosomal PD-L1, which in turn induced a shift in macrophages toward the M2 phenotype, ultimately leading to an inhibitory tumor microenvironment [13].

Emerging evidence has demonstrated that combination treatment involving metabolic pathway targeting and immune checkpoint inhibitor treatment is a promising antitumor therapeutic strategy [32]. Phosphofructokinase 2/fructose 2,6-bisphosphatase 3 performs crucial roles in glycolysis and lactate production in tumor cells [33], and the combination inhibitor PFK-158 targets PFKFB3 with cytotoxic T lymphocyte antigen 4 and enhances therapeutic efficacy in a melanoma model [34]. In addition, arginine supplementation stimulates cytotoxicity and effector cytokine production in T and NK cells in vitro and, when combined with anti-PD-L1 treatment, significantly enhances antitumor activity and prolongs survival in osteosarcoma [35]. Inhibition of Arg-1 and iNOS expression inhibits polyamine production and the TCA cycle, thereby further suppressing the immunosuppressive capacity of PMN-MDSCs and enhancing the antitumor effects of anti-PD1 mAb therapy in B16-F10 and 4 T1 mouse tumor models [36]. Combined interventions comprising metabolic and immune-based therapies are currently being tested in several clinical trials, including an ongoing clinical trial evaluating the ARG1 inhibitor INCB001158 in combination with the ICI pembrolizumab for the treatment of solid tumors (NCT02903914) [32].

In this research, we revealed that the α-KG plasma level was dramatically reduced in melanoma patients compared with healthy individuals (Supplementary Fig. 1A). Furthermore, we found that although α-KG did not affect melanoma cell proliferation or clonogenic ability (Supplementary Fig. 1), supplementation with α-KG significantly enhanced the efficacy of an anti-PD1 mAb in melanoma (Fig. 1). However, the role of α-KG in tumorigenesis is controversial; for example, in p53-deficient pancreatic ductal adenocarcinoma (PDAC), α-KG is involved in P53-mediated tumor suppression by specifically upregulating 5-hydroxymethylcytosine (5 hmC) to elevate tumor suppressor gene expression [37]. In breast cancer, α-ketoglutarate activates collagen hydroxylation by increasing collagen prolyl-4-hydroxylase (P4HA) activity, which impairs the growth of breast cancer-derived lung metastases [38]. In contrast, in esophageal squamous cell carcinoma (ESCC), isocitrate dehydrogenase 3beta (IDH3beta) facilitates tumor cell proliferation by increasing α-KG production [39].

Accumulating evidence has shown that α-KG acts not only as an intermediate product of the TCA cycle but also as a signaling molecule in response to DNA posttranslational modifications and oxidative homeostasis [40, 41]. α-KG is an essential cosubstrate for 2-oxoglutarate-dependent dioxygenases, which regulate the enzymatic activity of Ten-Eleven-Translocation (TET) enzymes, Jumonji-domain-containing family histone demethylases and prolyl-4 hydroxylase [41, 42]. α-KG hinders embryonic stem cell (ESC) differentiation by regulating 5-hydroxymethylcytosine and histone H3K9 trimethylation levels in the regulatory regions of core transcription factors [4]. α-KG also binds to and blocks the activity of ATP synthase subunit β, leading to a reduced ATP content and oxygen consumption and increased autophagy, which prolongs the lifespan of adult *Cryptobacterium hidradi* [43].

To elucidate how α-KG enhances the efficacy of anti-PD1 immunotherapy in melanoma, we conducted RNA sequencing of tumors treated with α-KG, anti-PD1 or α-KG + anti-PD1 and found that IFNG-STAT1/3-CD274 signaling and α-KG-dependent TET2/3 were significantly altered in the α-KG + anti-PD1 mAb group. Moreover, α-KG treatment dramatically increased the expression of TET2/3 (Fig. 5A, B) but did not affect histone demethylation (Supplementary Fig. 5A, B). Furthermore, we confirmed that α-KG enhanced IFNγ-induced PD-L1 expression and p-STAT1/3 protein expression (Fig. 5C–G; Supplementary Fig. S9A, B). More importantly, α-KG treatment elevated the 5-hmC level and stabilized p-STAT1/3 binding in the PD-L1 promoter (Fig. 6), suggesting that α-KG plays a pivotal role in the IFNγ-STAT1/3-CD274 axis through TET2/3 producing 5-hmC in the PD-L1 promoter.

Previous findings have shown that tumor cells increase PD-L1 expression through transcription factors such as IRF1/4, c-Myc, EGR1, c-Jun, HIF-1α, NF-κB, ATF3 and STAT3 [13, 23, 44]. In our study, we showed that not only STAT3 [23, 45] but also STAT1 could directly bind to the PD-L1 promoter and regulate PD-L1 expression (Fig. 6C), which is a further refinement of the PD-L1 regulatory mechanism.

Growing evidence has shown that supplementation with α-KG produces benefits in clinical and experimental nutrition [40]. α-KG improves myocardial protection during cardiac surgery by reducing metabolic abnormalities and mitigating ischemic injury [46, 47]. Kirkman Corporation in the United States sells α-KG as a dietary supplement, while Double Wood, Inc. sells α-KG as a dietary supplement to support athletic performance, which demonstrates the safety and application potential of α-KG. Moreover, α-KG has a low extraction cost and good stability when dissolved in water [48], which has great potential for clinical applications. In summary, our findings confirmed that α-KG enhanced the immunotherapeutic efficacy of anti-PD1 through the TET2/3-STAT1/3-CD274 pathway and that supplementation with α-KG plus treatment with anti-PD1 might be a novel strategy for melanoma treatment.

Overall, α-KG significantly increased the level of the methylcytosine dioxygenases TET2/3, which led to an increased 5-hydroxymethylcytosine (5-hmC) level in the PD-L1 promoter. As a consequence, STAT1/3 was recognized and stabilized in the PD-L1 promoter to upregulate PD-L1 expression (Fig. 6H). Thus, we provide novel insight into the role of α-KG in melanoma and the associated epigenetic mechanism to improve the efficacy of anti-PD1 therapy.

## Materials and methods

### Plasma collection and nuclear magnetic resonance spectroscopy (NMR) analysis in melanoma patients

Central South University Xiangya Hospital Ethics Committee approved the human study and it was conducted in compliance with the Declaration of Helsinki. All patients provided written informed consent (ethic code: 201803363). We then collected plasma samples from melanoma (*n* = 20) and normal subjects (*n* = 20) and analyzed them according to the previous manipulations [13].

### Cell culture

B16F10 and Yumm1.7 mouse malignant melanoma cells and Sk-Mel-28 human malignant melanoma cells were obtained from American Type Culture Collection (ATCC; USA). B16F10 was cultured in RPMI 1640 medium (BI, Israel) containing 10% fetal bovine serum (FBS; Gibco, USA). Yumm1.7 was cultured in DMEM/F-12 (HyClone, USA) with 10% FBS (Gibco, USA) and 100× MEM NEAA (Gibco, USA). Cultured Sk-Mel-28 at 37 °C and 5% CO2 in DMEM (BI, Israel) with 10% FBS (Gibco, USA). All cell lines have been authenticated using STR profiling.

### α-ketoglutarate assay

To initially observe the relationship between α-KG and anti-PD1 treatment, plasma samples from patients with melanoma treated with anti-PD1 as adjuvant therapy after surgery were collected and tested by ELISA. The study protocol was approved by the Clinical Committee of Xiangya Hospital. Blood samples were collected according to the informed consent policy (approval number: 2022020130). Evaluation criteria were referenced to studies [44, 49, 50]. Patients were stratified into response groups based on RECIST 1.1 criteria. Patients with non-recurrence > 3 months were classified as responders and SD (stable disease), while patients with SD ≤ 3 months were classified as non-responders and PD (progressive disease). SD, stable disease; PD, progressive disease. TNM stage based on the 8th Edition AJCC Cancer Stage Classification. Supplementary Tables S2 summarize the clinical information. α-Ketoglutarate was detected following instructions using an assay kit (Sigma-Aldrich, USA).

### Immunoblotting

Melanoma cells or tumor tissues were lysed in a radioimmunoprecipitation assay buffer containing protease and phosphatase inhibitors (CWBIO, China). BCA assay kit (CWBIO, China) was used to determine the Melanoma protein concentrations. On 8% or 10% SDS-polyacrylamide gel electrophoresis gels, proteins were loaded and then transferred to polyvinylidene fluoride membranes (Millipore, USA) for Western blot analysis. The following antibodies were used: TET2 (CST, 45010#, USA), TET3 (CST, 99980#, USA), p-STAT1 (CST, 9167#, USA), p-STAT3 (CST, 9145#, USA), PD-L1 (Mouse) (Abcam, ab213480, USA), PD-L1 (Human) (Abcam, ab213524, USA), α-tubulin (Proteintech, 11224-1-AP, China) and GAPDH (Proteintech, 60004-1-Ig, China). We analyzed the gel images with a gel image analysis system (Bio-Rad, USA).

### Analyses of qRT-PCR

Total RNA was isolated from cells or tissues with TRIpure Reagent (Bio Teke, China) and cDNA was synthesized with cDNA synthesis reagent (Yeasen, China). qPCR analysis was performed with qPCR Mix (Bimake, China) on a RT-PCR-Q3 system (Applied Biosystems, USA) for qPCR analysis. PCR primers are listed in Supplementary Table 1.

### Melanoma animal models

Xiangya Hospital (Central South University, China) Ethics Committee approved the animal studies and it was conducted in compliance with the “3 R” principle. For the tumor immunotherapy model, B16F10 (100 µl RPMI 1640 containing 5 × 10^5^ cells) or Yumm1.7 (100 µl DME/F-12 medium containing 5 × 10^5^ cells) cells were collected and injected into the right abdomen of female C57BL/6 mice (7–8-week-old) (SLAC Laboratory Animal Co., Ltd., Shanghai, China). When the tumor volume reached approximately 50 cubic millimeters, the tumors were randomly grouped (six in each group) and injected intraperitoneally with corn oil (vehicle) (Aladdin, China), 100 mg/kg α-KG (Sigma-Aldrich, USA), IgG2a (BioXCell, BE0089, USA) or PD1 mAb (BioXCell, BE0146, USA) for 9–11 days. Tumor volume was calculated using the formula V = (length × width^2^)/2. When the tumor reached approximately 1000 mm^3^, tumor and blood samples were collected for subsequent analysis. The investigator was blinded to the group allocation of the animals during the experiment. The sample size of each experiment is shown in the legend. No data were excluded from the analysis.

### Fluorescence-activated cell sorting (FACS) analysis

Melanoma tumor tissues were prepared as single cell suspensions, blocked with anti-CD16/CD32, and the dead cells were removed with a Zombie Red Fixable Viability Kit. Single cells were stained using APCCY7-CD45 antibody (BioLegend, CAT#:103116, USA), APC-CD3 antibody (BioLegend, CAT#:100236, USA), PE-Cy5.5-CD4 antibody (BioLegend, CAT#:100434 USA), PE-Cy7-CD8 antibody (BioLegend, CAT#:100722, USA), PE/Dazzle 594-CD274 antibody (BioLegend, CAT#:124324, USA), APC-F4/80 antibody (BioLegend, CAT#:123116, USA) and PE-CD11B antibody (BioLegend, CAT#:101208, USA) for 30 min. After fixation and permeabilization (eBioscience, USA), intracellular staining was performed using FITC-Granzyme B antibody (BioLegend, CAT#:372206, USA), BV711-IFNγ antibody (BioLegend, CAT#:505836, USA) and PE-Cy7-CD206 antibody (BioLegend, CAT#:141720, USA). The antibodies used in animal flow cytometry are from biolegend, Inc. The stained cells were analyzed by FACS (Cytek, USA) and Flow Jo software.

### RNA sequencing

Tumor tissues were collected from the vehicle, α-KG, anti-PD1 mAb and α-KG + anti-PD1 groups of mice, with four independent tumor tissue samples collected from each group. Total RNA extraction, cDNA library construction, library purification and transcriptome sequencing of melanoma tissues were performed by Wuhan Huada Sequencing Company following the manufacturer’s instruction.

### Single cell sequencing and analysis

The tumors from B16F10_anti-PD1 and Yumm1.7_anti-PD1 were prepared as single cell suspensions for counting, viability and concentration detection by Scanner. The single cell suspensions were injected into Cartridge for cell sedimentation. Subsequent capture of mRNA and antibody tags is performed using Poly-dT on magnetic beads. A cDNA library is constructed from the mRNA on the magnetic beads. At the same time, library construction is performed on Sample Tag on magnetic beads. Data comparison and data statistics were performed by matching and splitting the CL and UMI sequences on the two library sequences. Subsequently, BD genomics rhapsody was used for scRNA-Seq gene expression quantification based on UMI counts. Seurat software was used for data quality control and filtering: the number of genes identified in the cells was filtered out from less than 200 or greater than 90% of the maximum number of genes; the top 15% of mitochondrial reads were filtered out; and the effect of cell cycle was corrected; Seurat and Doubletdetection software were used for high variable features screening and subsequent dimensionality reduction analysis, multiplex data integration, difference analysis, pathway enrichment, etc.

### Hydroxymethylated DNA immunoprecipitation (hMeDIP) analysis

For the detection of the 5-hmc level in the CD274 promoter, DNA was isolated from tumor tissues. A DNA hydroxymethylation immunoprecipitation kit (A&D Technology, China) was used to detect DNA hydroxymethylation according to instructions.

### Immunoprecipitation

Melanoma cells were lysed in NP-40 lysis buffer (Beyotime, China) containing protease and phosphatase inhibitors (Selleck, USA). To block nonspecific protein binding, the cell lysates were first incubated with a normal IgG antibody (CST, 2729#, USA) or protein A/G-agarose (Beyotime, China) for 1 hour at 4 °C. The beads were discarded, and the supernatant was retained. The supernatant was incubated with a normal IgG antibody or anti-TET3 (1:1 000, CST) and protein A/G-agarose (Beyotime, China) for 4 h at 4 °C. Then, the beads were washed 3 times with NP-40 buffer and loaded to 8% or 10% SDS–PAGE for immunoblotting.

### ChIP–qPCR assay

The ChIP assay was performed using a SimpleChIP® Enzymatic Chromatin IP Kit (CST, USA) following the manufacturer’s instruction. ChIP-enriched DNA was analyzed by qPCR Mix (Bimake, China) on a RT-PCR-Q3 system (Applied Biosystems, USA) for qPCR analysis. PCR primers are listed in Supplementary Table 1.

### TSA-multiplex immunofluorescence staining

We used an Opal 7-color fluorescent IHC kit (MEL797001KT, PerkinElmer Inc., USA) for multiplex immunofluorescence staining. Formalin-fixed, paraffin-embedded tumor sections were first incubated with primary antibody (PD-L1 antibody, 1:500 dilution; CST, USA), followed by secondary antibody and Opal-620 working solution after antigen retrieval and blocking. Sections were then subjected to antigen retrieval and antibody stripping by microwave heating. Next, the process was repeated using a second antibody (p-STAT1 antibody, 1:1000 dilution; CST, USA) and Opal-650 working solution and a third antibody (p-STAT3 antibody, 1:1000 dilution; CST, USA) with Opal-570 working solution. Finally, the nuclei were stained with DAPI and the images were analyzed with a multicolor fluorescence microscope (PerkinElmer Inc., USA).

### Statistical analysis methods

Data were analyzed by unpaired Student’s t-test and one- or two-way ANOVA tests using GraphPad Prism (version 6.01). Repeated data are expressed as mean ± standard deviation (SD). *p* < 0.05 indicates a significant difference. Asterisks (*) indicate the degree of significant difference (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001).

## Supplementary information

Supplementary figures and figure legends

Original western blots

aj-checklist

## Data Availability

RNA sequencing data are available from NCBI (GSE223110); All datasets analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Supplementation with α-ketoglutarate improved the efficacy of anti-PD1 melanoma treatment through epigenetic modulation of PD-L1
**Source:** Cell Death Dis. 2023 Feb 28;14(2):170. doi: 10.1038/s41419-023-05692-5
**Supplement:** Supplementary file 1 — Supplementary figures and figure legends

**Supplementary Figures and Figure legends:**

**Supplementary Figures**

**
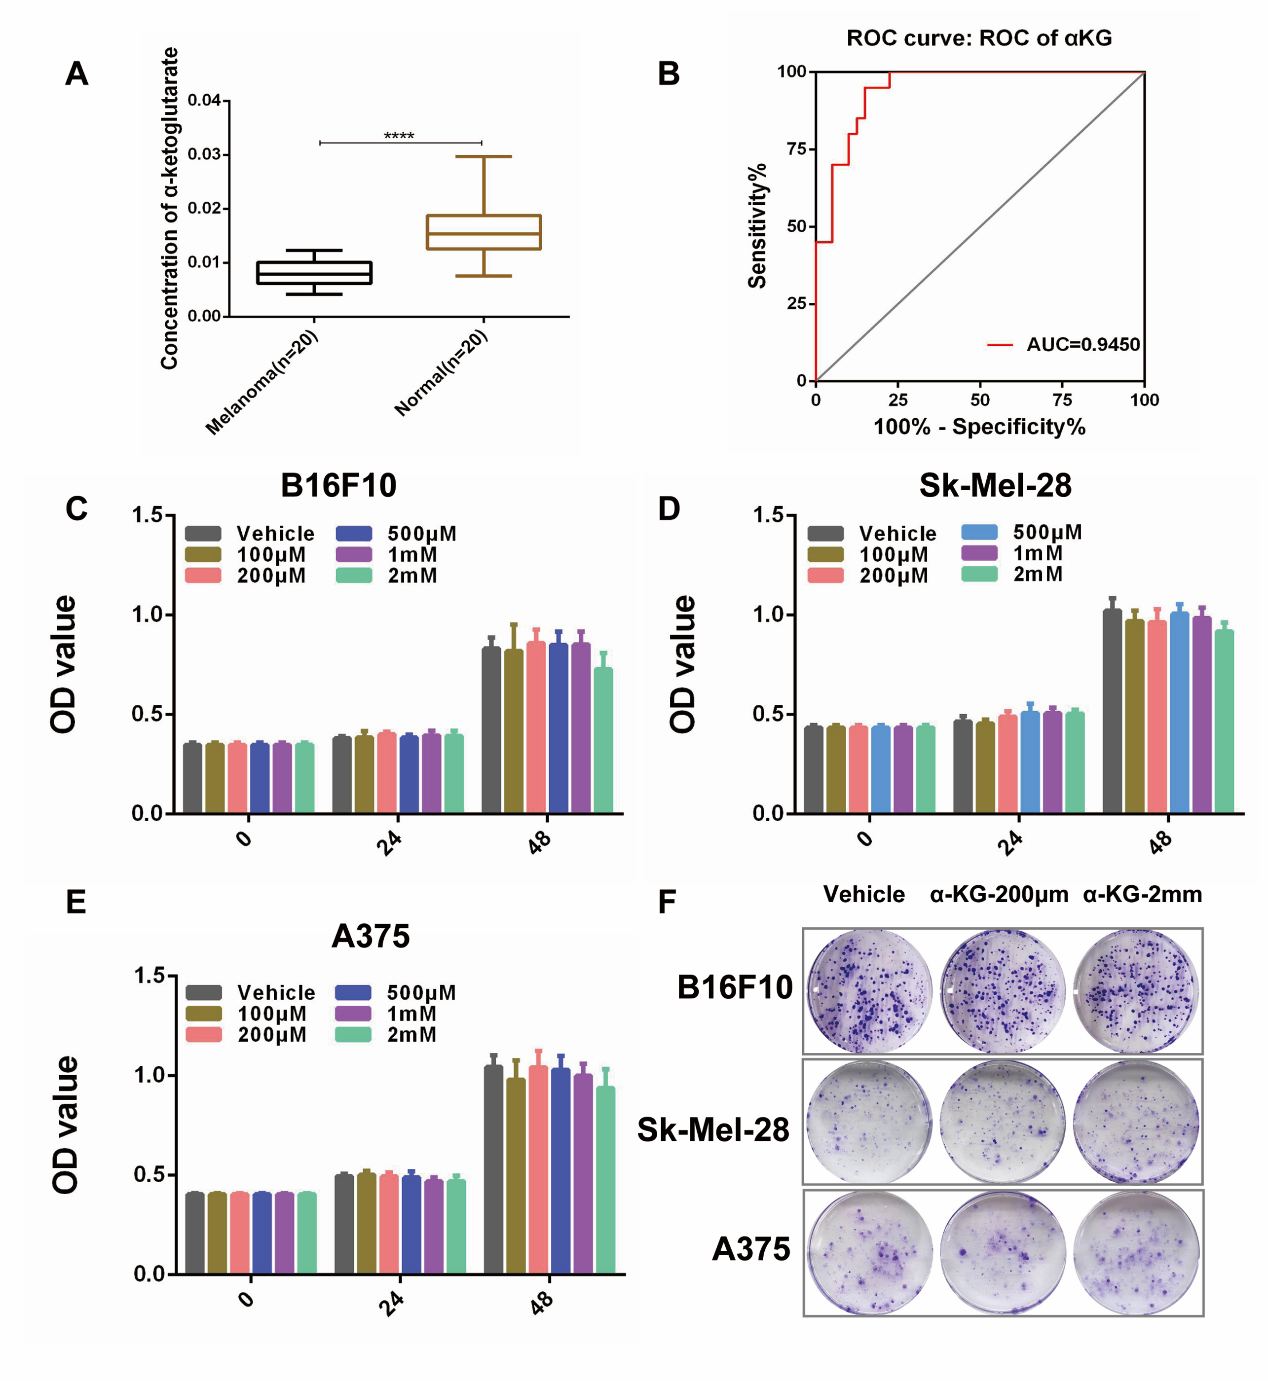
**

**Supplementary Figure 1.** **Expression level of α-ketoglutarate in melanoma patients and its effect on melanoma cells.** A, The α-KG levels detected in melanoma patient plasma (n=20) and normal subject plasma (n=20). B, The ROC curve for α-KG. C-E, B16F10, Sk-Mel-28 and A375 melanoma cells were treated with (0-2mM) α-KG for 0-48 hours, and cell viability was tested with CCK-8. F, Photographs of colony formation from B16F10, Sk-Mel-28 and A375 melanoma cells receiving the indicated treatments.

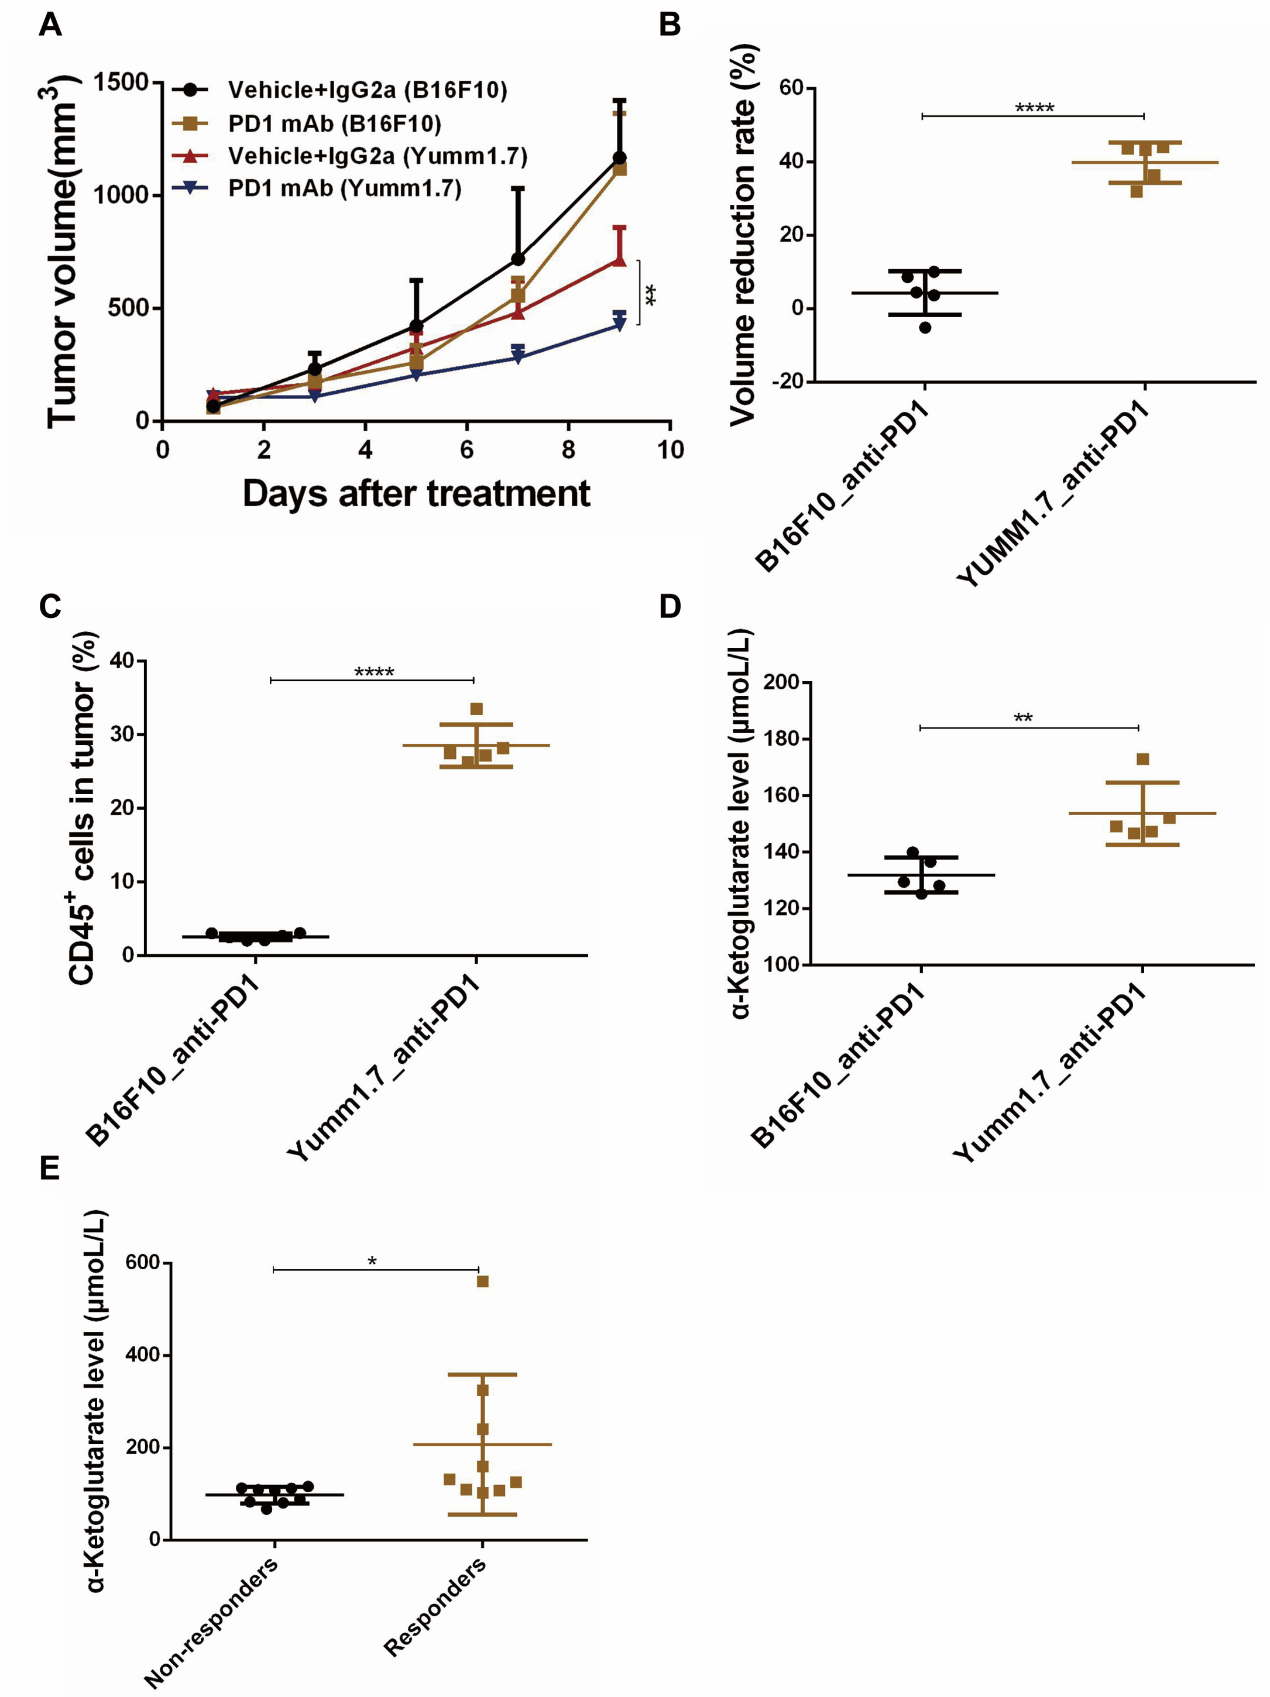

**Supplementary Figure 2. The abundance of α-ketoglutarate was related to the efficacy of PD1 mAb treatment.** A, Tumor growth curves for Yumm1.7/B16F10 tumor-bearing mice receiving the designated treatments B, Proportion of tumor reduction in B16 F10 and Yumm1.7 tumor-bearing mice after anti-PD1 treatment. C, The proportions of CD45^+^ cells were analyzed by FACS in tumors after the indicated treatments. D, α-KG levels in the serum of B16F10 tumor-bearing mice(n=5) and Yumm1.7 tumor-bearing mice(n=5) receiving anti-PD1 blockade. F, α-KG levels in the plasma of anti-PD1 non-responders (n=9) and anti-PD1 responders (n=9) receiving anti-PD1 blockade. Multiple experimental data are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

**
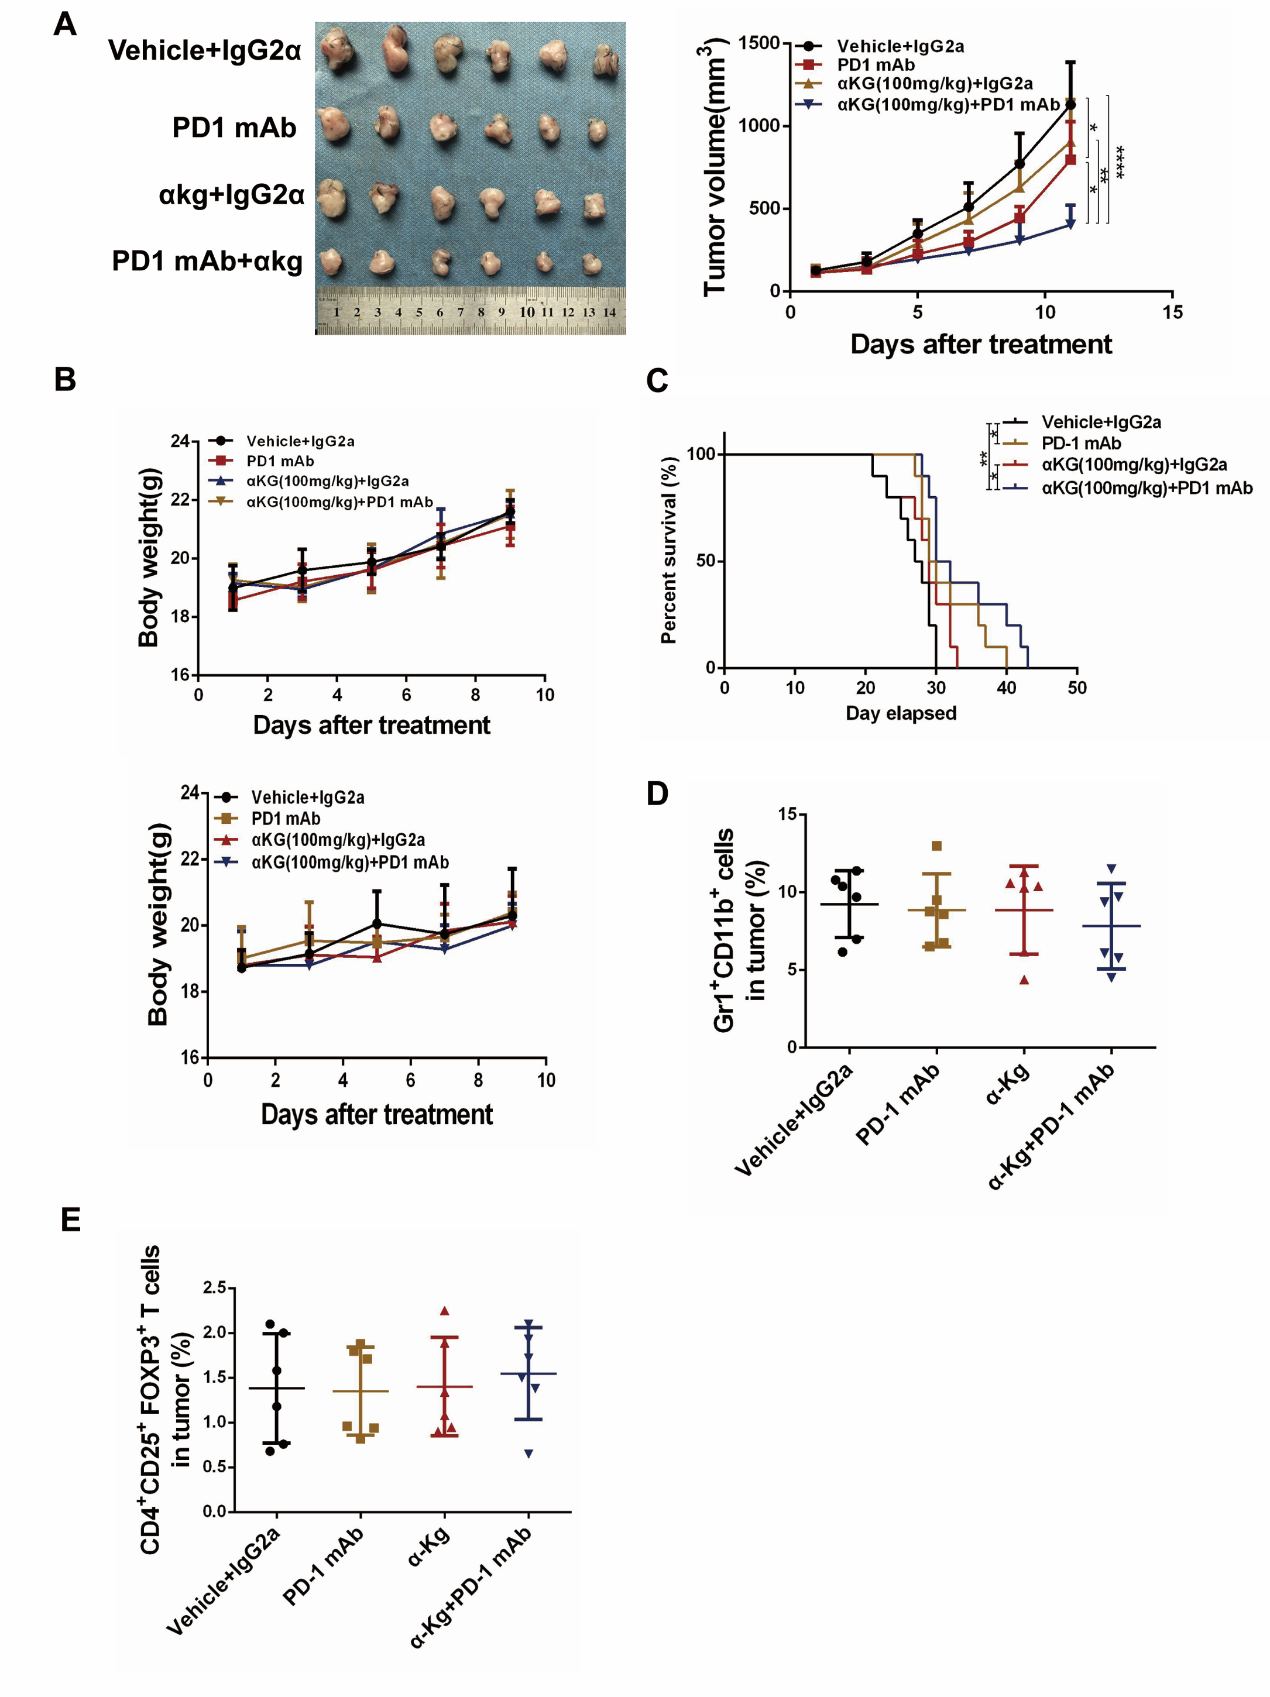
**

**Supplementary Figure 3. α-ketoglutarate enhanced the efficacy of PD-1 blockade in Yumm1.7 tumor-bearing mice.** A, Tumors isolated from Yumm1.7 tumor-bearing mice receiving the designated treatments (left panel). Tumor growth curves for Yumm1.7 tumor-bearing mice receiving the designated treatments (right panel). B, The body weight of B16F10 tumor-bearing mice (Upper Panel) and Yumm1.7 tumor-bearing mice (Lower Panel) receiving the designated treatments. C, Survival curves of Yumm1.7 tumor-bearing C57BL/6 mice. D, The proportions of Gr1^+^CD11b^+^ MDSC cells were analyzed by FACS in tumors after the indicated treatments. E, The proportions of CD4^+^CD25^+^FOXP3^+^ T cells were analyzed by FACS in tumors. Multiple experimental data (n=6) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

**
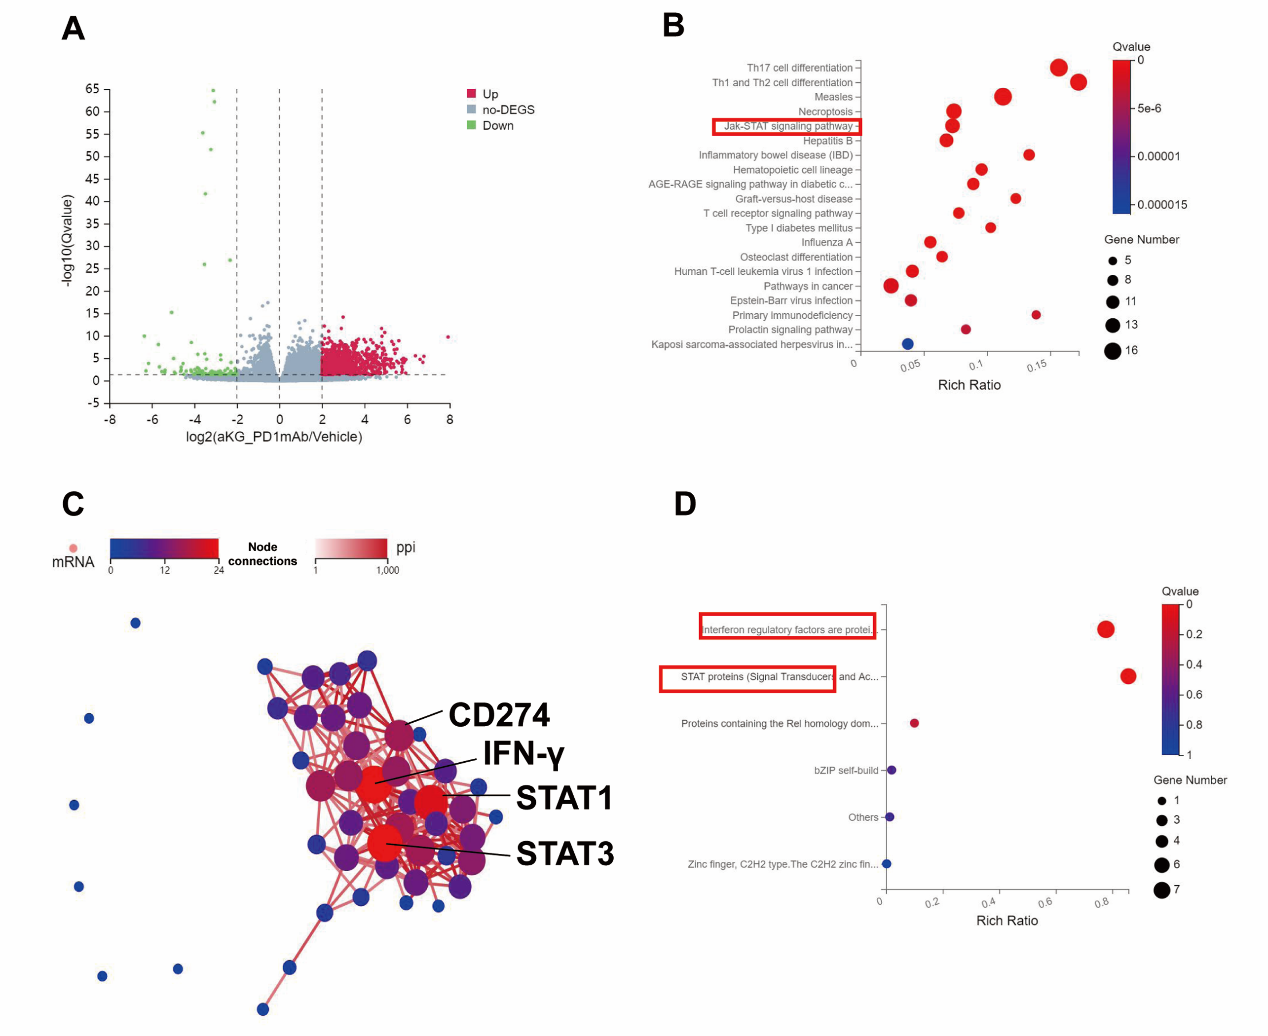
**

**Supplementary Figure 4.** **RNA-seq analyses of the effect of α-ketoglutarate and PD1 mAb treatment on the gene expression profile.** A, Differential gene volcano plot of vehicle vs α-KG+anti-PD1 groups. B, The top 20 positively enriched KEGG pathways are shown in the bubble chart for the representative differential genes. C, Protein-protein interaction (PPI) analysis was applied to analyze the interactions associated with representative differential genes. D, Transcription factor analysis was used to analyze the top 6 positively enriched transcription factor pathways associated with representative differential genes.

**
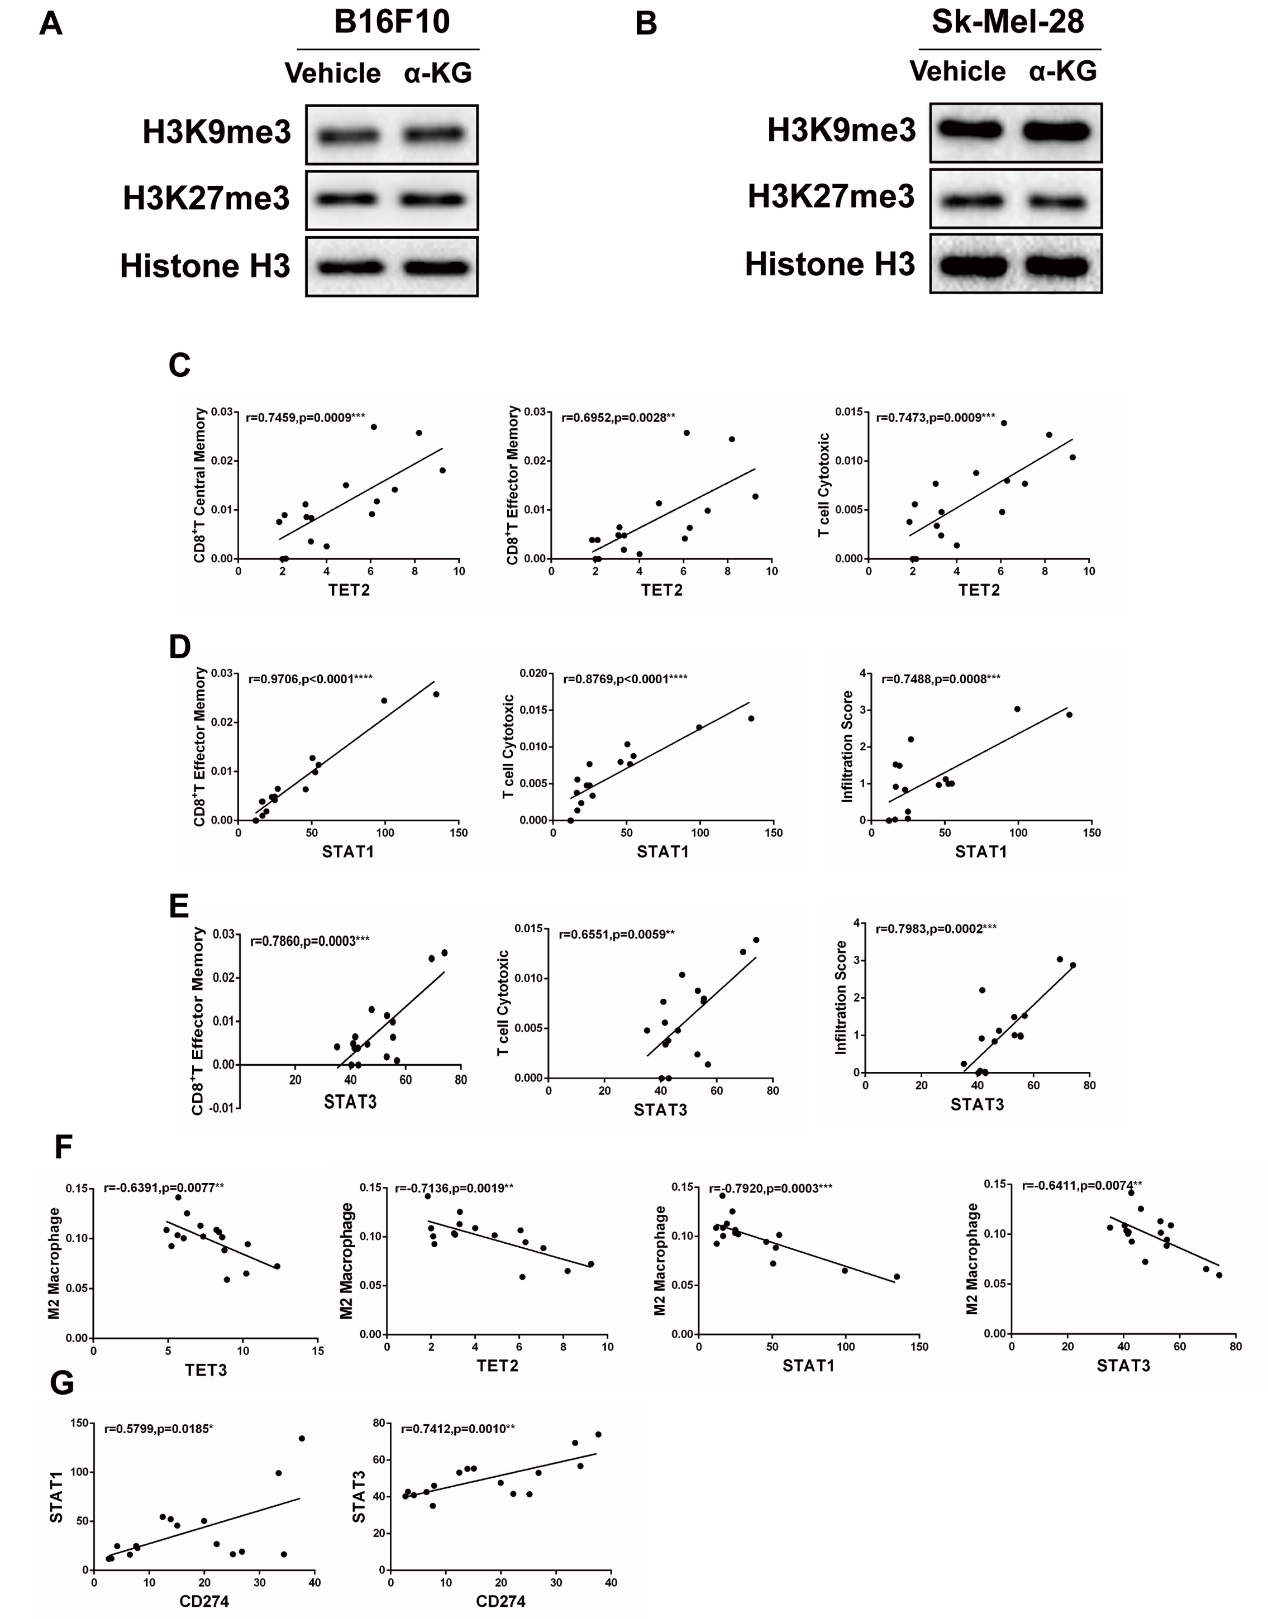
**

**Supplementary Figure 5. The correlation between TET2/3 and STAT-CD274 signaling.** A-B, Cell lysates were extracted from B16F10 (A) and Sk-Mel-28 (B) melanoma cells, and immunoblotting was then performed. C, Correlations of TET2 gene expression with the proportion of central memory CD8^+^ T cells (C, left panel), effector memory CD8^+^ T cells (C, middle panel), cytotoxic CD8^+^ T cells (C, right panel). D, Correlations of STAT1 gene expression with the proportion of effector memory CD8^+^ T cells (D, left panel), cytotoxic CD8^+^ T cells (D, middle panel) and immune infiltration scores (D, right panel). E, Correlations of STAT3 gene expression with the proportion of effector memory CD8^+^ T cells (E, left panel), cytotoxic CD8^+^ T cells (E, middle panel) and immune infiltration scores (E, right panel). F, Correlations of TET2/3 and STAT1/3 gene expression with the proportion of M2 macrophage. G, Correlations of STAT1/3 gene expression with the expression of CD274.

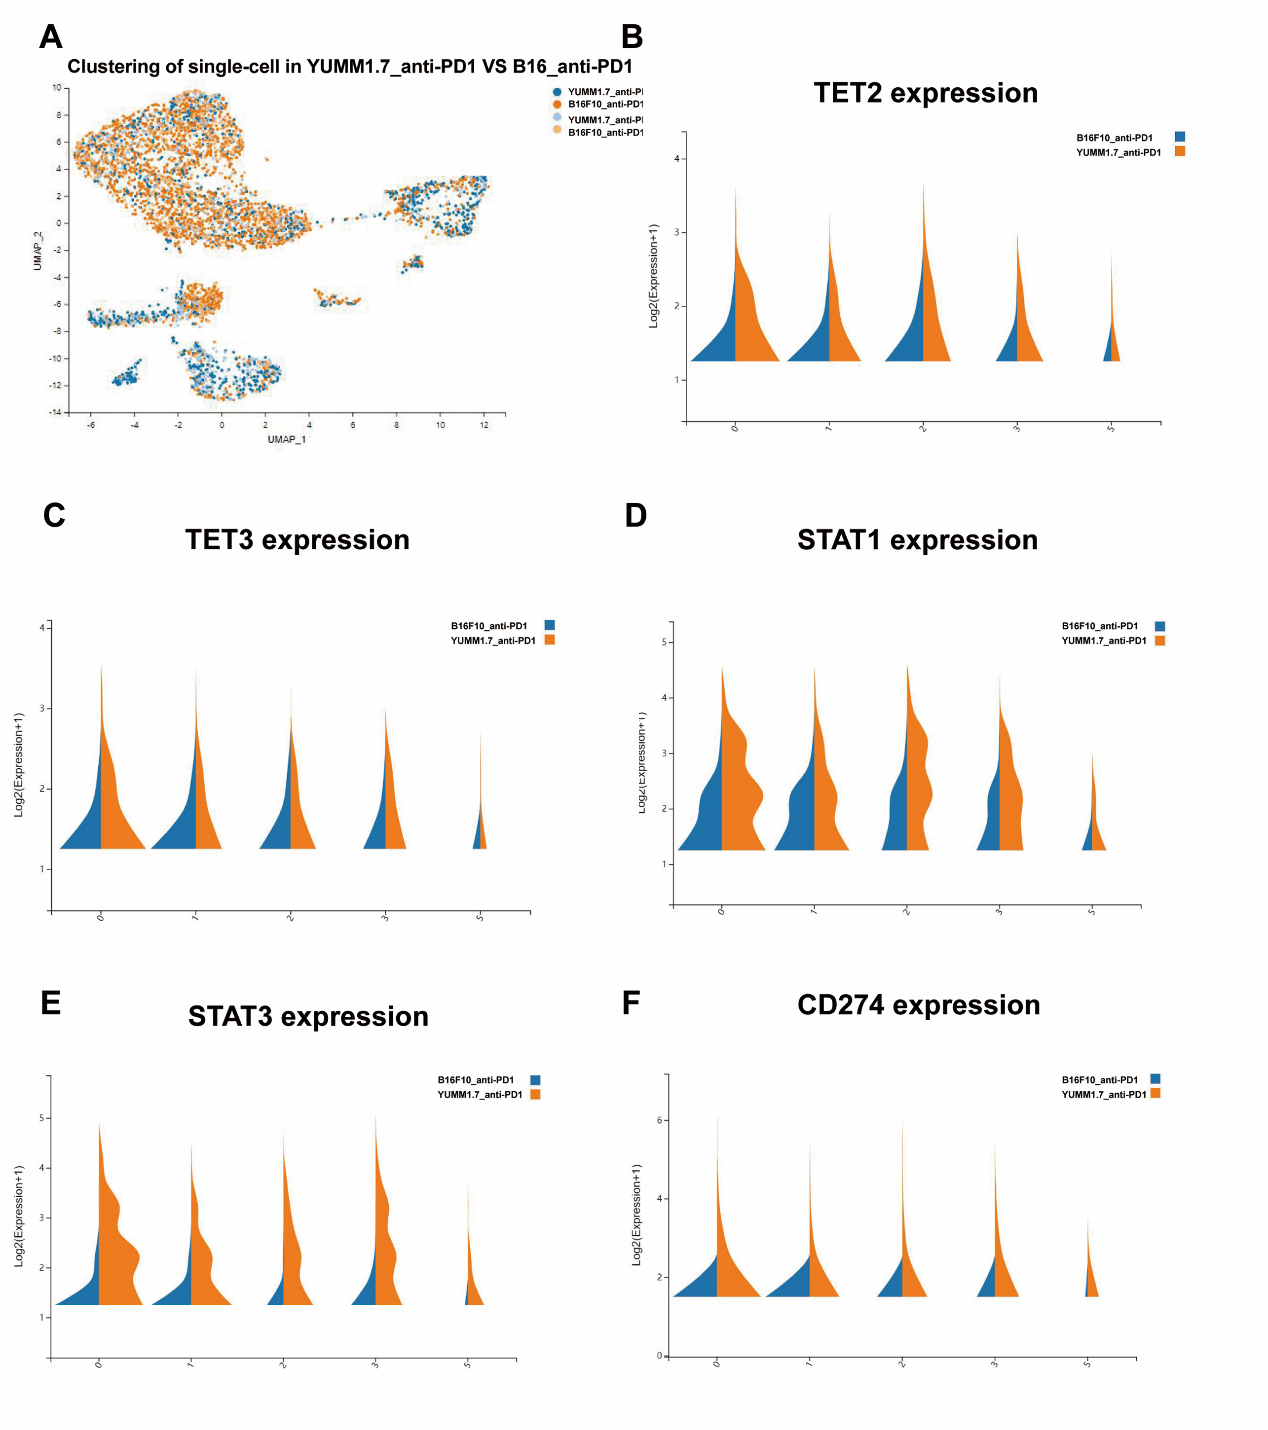

**Supplementary Figure 6. TET2/3-STAT1/3-CD274 signaling was upregulated in tumors of mice that responded to anti-PD1 treatment.** A, Sample source of single-cell cluster constituents. B-F, Gene expression in melanoma clusters after the indicated treatments. Multiple experimental data are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

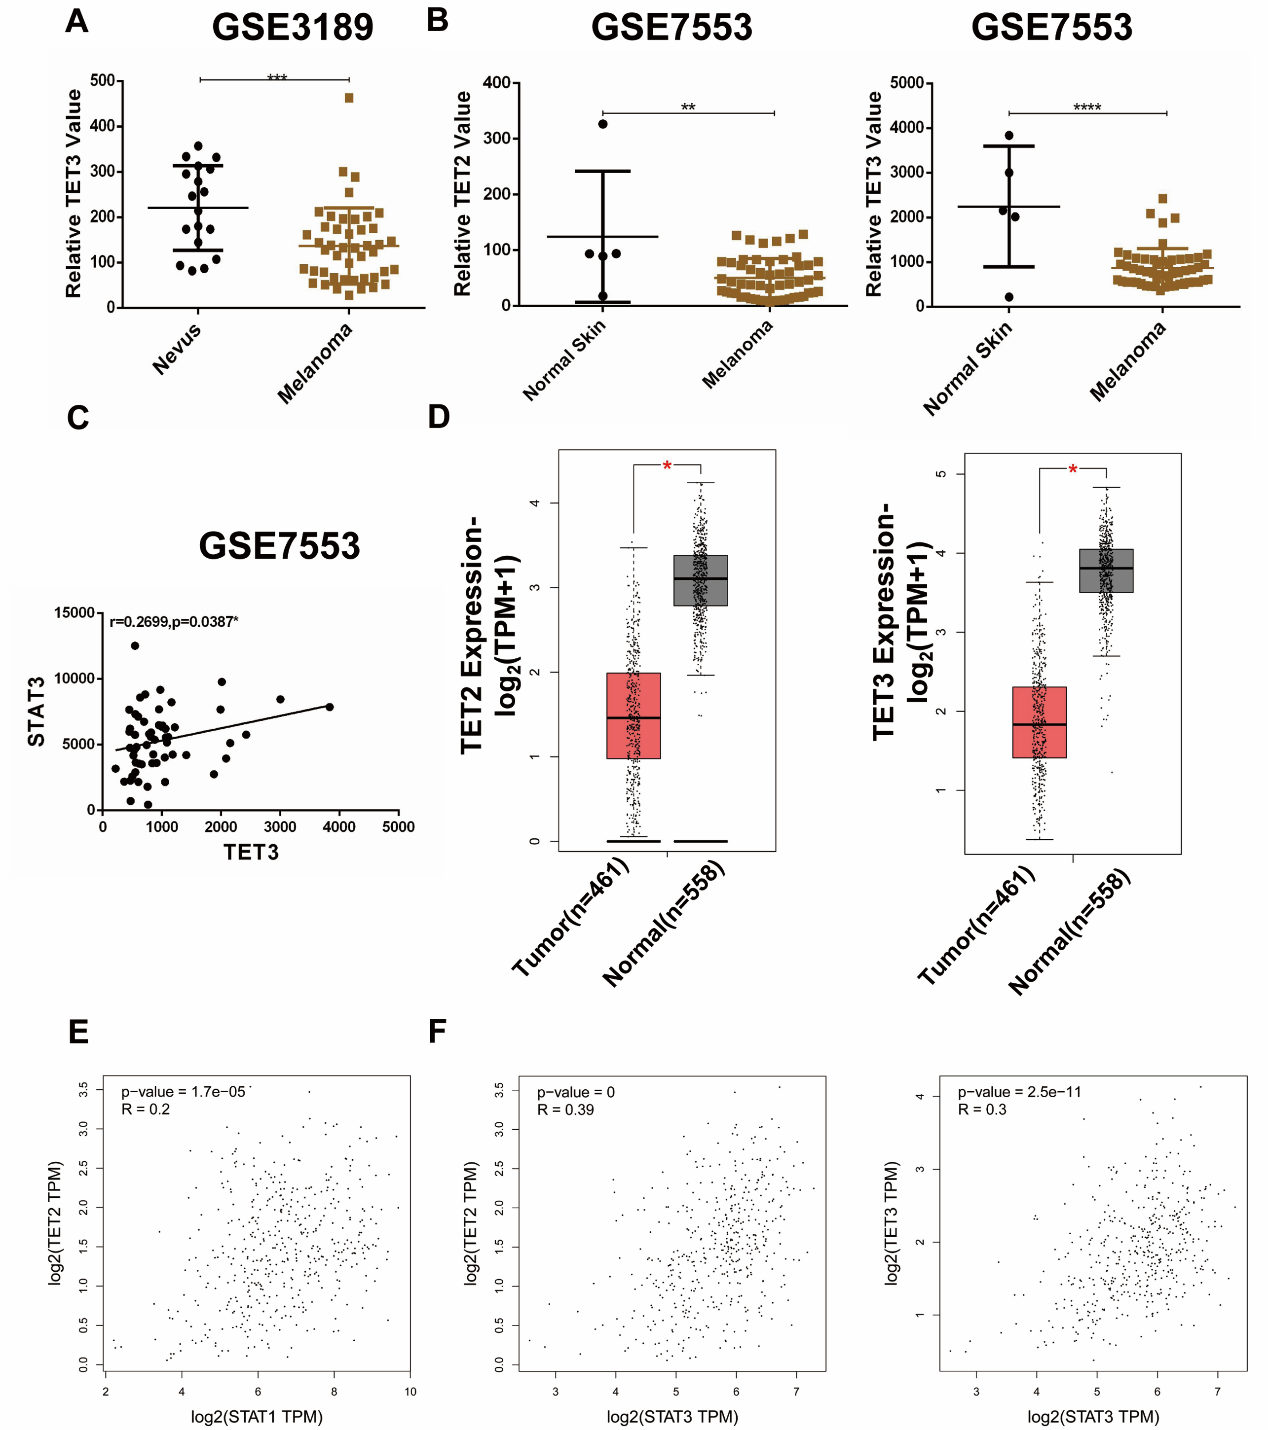

**Supplementary Figure 7.** T**he status of TET2/3-STAT-CD274 expression in melanoma patients.** A-B, Data from the GEO database (GSE3189 and GSE7553) were applied to analyze the expression of TET in melanoma patients. C, Data from the GEO database (GSE7553) were applied to analyze the correlation of STAT3 gene expression with the expression of TET3. D, Data from the TCGA/GTEx database were applied to analyze the expression of TET in melanoma patients. E-F, Data from the TCGA/GTEx database were applied to analyze the correlation of STAT1/3 gene expression with the expression of TET2/3. Multiple experimental data are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

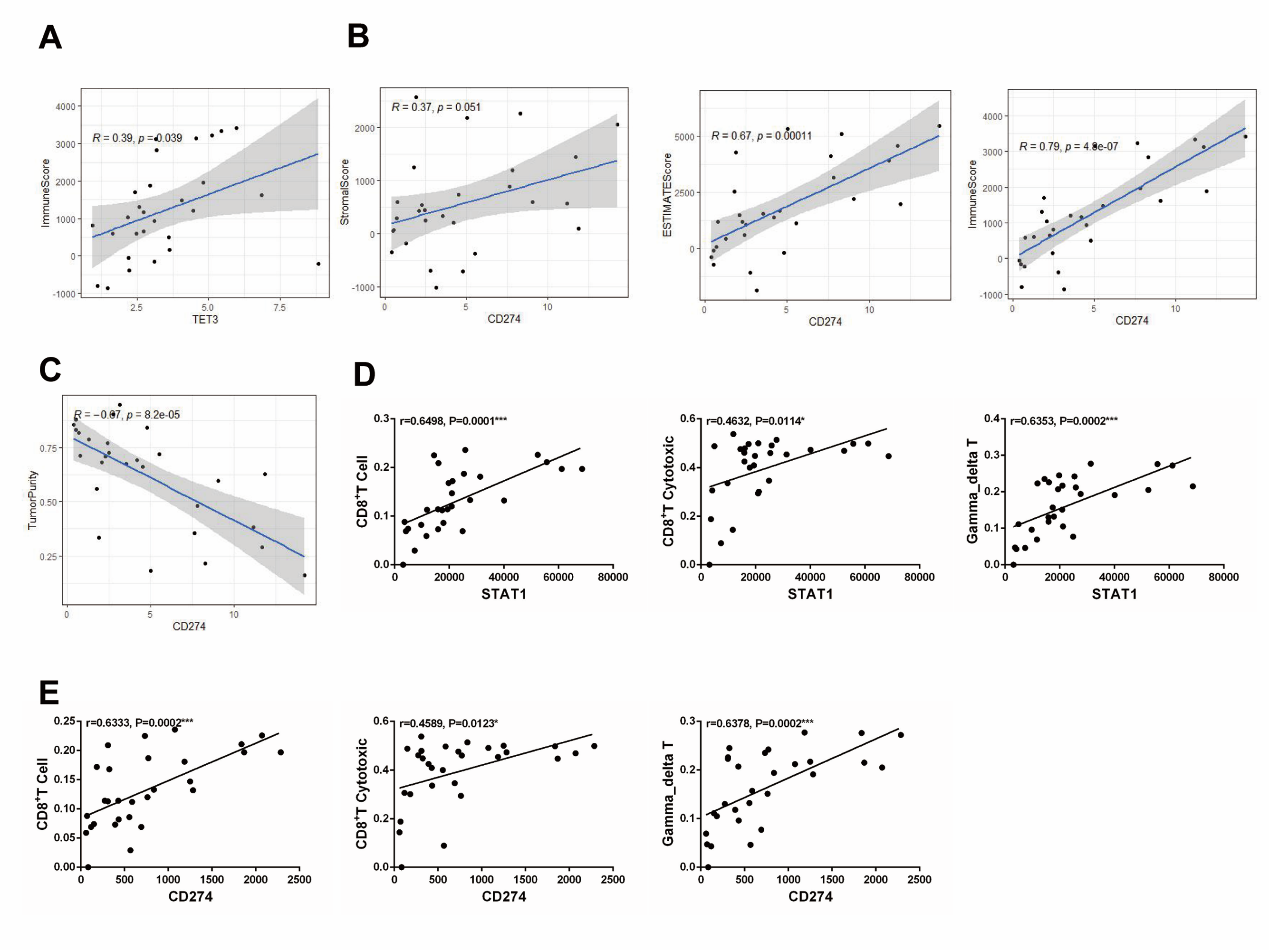

**Supplementary Figure 8. The correlation of STAT-CD274 signaling with immune microenvironment.** A, Data from the GEO database (GSE 91061) were analyzed by the ESTIMATE algorithm to characterize the correlations between TET3 expression and immune scores. B-C, Data from the GEO database (GSE 91061) were analyzed by the ESTIMATE algorithm to characterize the correlations between CD274 expression and stromal scores (B, left panel), estimate scores (B, middle panel), immune scores (B, right panel) or tumor purity (C). D, Data from the GEO database (GSE 91061) were analyzed by the ImmuneCellAI-human method to characterize the immune microenvironment of melanoma tissue. Correlations between STAT1 expression and relative proportions of CD8^+^T cells (D, left panel), cytotoxic CD8^+^ T cells (D, middle panel) and γδ T cells (D, right panel) in the tumor microenvironment. E, Data from the GEO database (GSE 91061) were analyzed by the ImmuneCellAI-human method to characterize the immune microenvironment of melanoma tissue. Correlations between CD274 expression and relative proportions of CD8^+^ T cells (E, left panel), cytotoxic CD8^+^ T cells (E, middle panel) and γδ T cells (E, right panel) in the tumor microenvironment. Data are expressed as the mean (PD n=19, PRCR n=9) ± S.D. Multiple experimental data are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

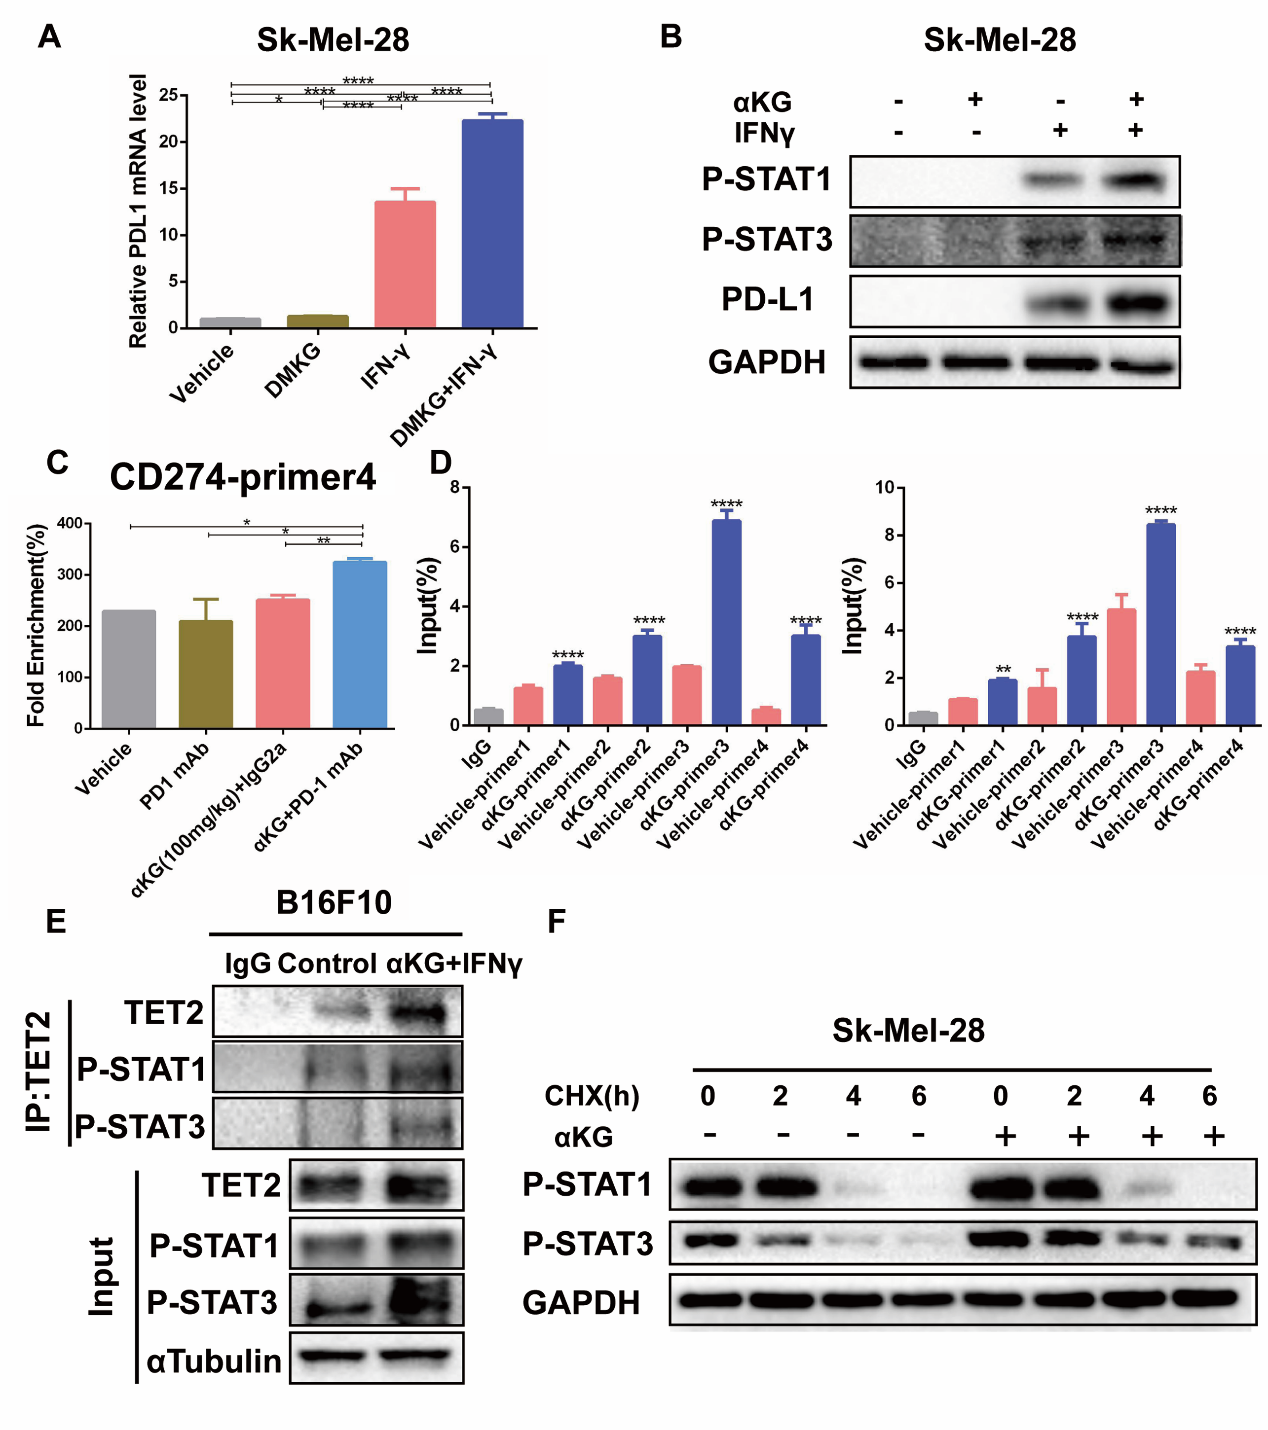

**Supplementary Figure 9. α-ketoglutarate upregulated the expression of IFNγ-induced STAT1/3-PDL1 in melanoma cells.** A-B, extraction of mRNA and protein from treated melanoma cells, and qRT–PCR (A) and immunoblotting (B) were then performed. C, 5-hmC levels of PD-L1 promoters in B16F10 tumor-bearing mouse tissues after the designated treatments. D, ChIP-qPCR was performed to detect the binding of STAT1 (D, left panel) or STAT3 (D, right panel) to PD-L1 promoter sites in B16F10 cells with or without α-KG treatment. E, Immunoprecipitation analysis of TET2 with p-STAT1/3 in B16F10 cells receiving the designated treatments. F, P-STAT1/3 protein levels at different time points after IFNγ stimulation in Sk-Mel-28 cells treated with CHX (100 mg/mL) or α-KG (200 μm). Multiple experimental data (n=3) are counted and presented according to the statistical methods, and an asterisk (*) indicates the degree of significant difference.

**Supplementary Tables:**

**Supplementary Table 1. The primers used in the PCR reaction and annealing**

| Gene name | Sequence (5'to3') | Direction |
| --- | --- | --- |
| Pd-l1 (Human) | GCTGCACTAATTGTCTATTGGG | Forward |
| Pd-l1 (Human) | CACAGTAATTCGCTTGTAGTCG | Reverse |
| Pd-l1 (Mouse) | TGAGCAAGTGATTCAGTTTGTG | Forward |
| Pd-l1 (Mouse) | CATTTCCCTTCAAAAGCTGGTC | Reverse |
| PD-L1 (-64~-273 bp primer 5) | CTATAGACCAGAGACTCACCT | Forward |
| PD-L1 (-64~-273 bp primer 5) | GAAGCCTTGTCCAACCTC | Reverse |
| PD-L1 (-296~-535 bp primer 4) | GTGGGAGCTGTAGAGGAAG | Forward |
| PD-L1 (-296~-535 bp primer 4) | TGCTACTGAGAGGCTGTC | Reverse |
| PD-L1 (-683~-871 bp primer 3) | GTCATGTCAAGACTGTCAC | Forward |
| PD-L1 (-683~-871 bp primer 3) | GTAATGAGGACCCGAATTTC | Reverse |
| PD-L1 (-934~-1200 bp primer 2) | CTGTGGAGTTCCCAAGGT | Forward |
| PD-L1 (-934~-1200 bp primer 2) | CTAGAAAGTAGGTGTGTCTGTA | Reverse |
| PD-L1 (-1223~-1500 bp primer 1) | ACATTTGGAAGAGGGACTATC | Forward |
| PD-L1 (-1223~-1500 bp primer 1) | TCACTGTTGGACTTCAAGG | Reverse |
| Actb (Mouse) | GGGAAATCGTGCGTGAC | Forward |
| Actb (Mouse) | AGGCTGGAAAAGAGCCT | Reverse |
| Actb (Human) | CTACCTCATGAAGATCCTCACCGA | Forward |
| Actb (Human) | TTCTCCTTAATGTCACGCACGATT | Reverse |

**Supplementary Table 2. Clinical characteristics of melanoma patients treated with anti-PD-1 mAb after surgery, related to Supplementary Figure 2E.**

Patients were stratified into response groups based on RECIST 1.1 criteria. Patients with non-recurrence > 3 months were classified as responders and SD (stable disease), while patients with SD ≤ 3 months were classified as non-responders and PD (progressive disease). SD, stable disease; PD, progressive disease. TNM stage based on the 8th Edition AJCC Cancer Stage Classification.

# Supplementary material for: Supplementation with α-ketoglutarate improved the efficacy of anti-PD1 melanoma treatment through epigenetic modulation of PD-L1
**Source:** Cell Death Dis. 2023 Feb 28;14(2):170. doi: 10.1038/s41419-023-05692-5

**Original membranes**

The original western blot results in Fiure5A

TET2

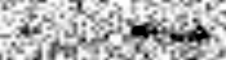

TET3

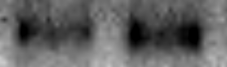

PD-L1

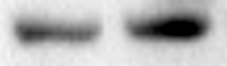

α-Tubulin

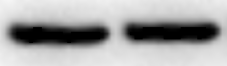

The original western blot results in Fiure5B

TET2

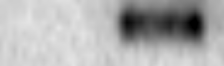

TET3

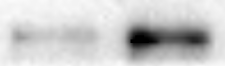

PD-L1

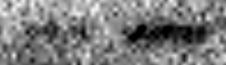

α-Tubulin

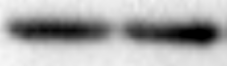

The original western blot results in Fiure5D

P-STAT1

P-STAT3

PD-L1

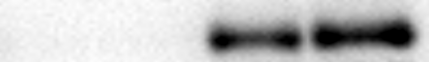

α-Tubulin

The original western blot results in Fiure5F

TET2

TET3

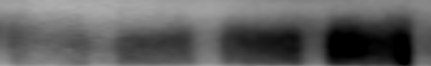

P-STAT1

P-STAT3

PD-L1

GAPDH

The original western blot results in Fiure6E

TET3

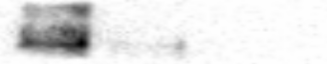

P-STAT1

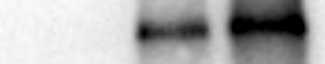

P-STAT3

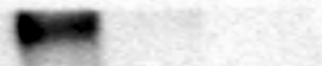

TET3

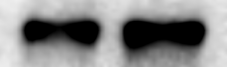

P-STAT1

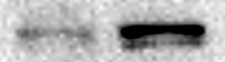

P-STAT3

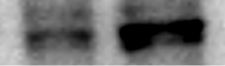

GAPDH

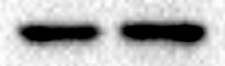

The original western blot results in Fiure6F

P-STAT1

P-STAT3

GAPDH

The original western blot results in Fiure6G

TET2(left panel)

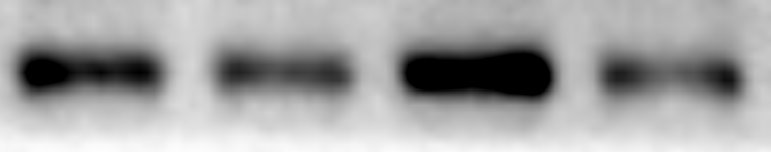

P-STAT1(left panel)

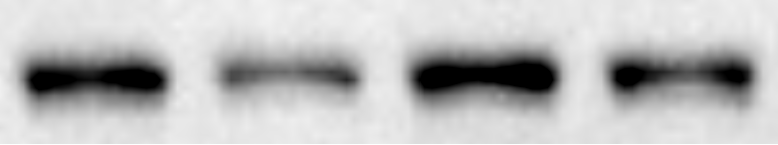

P-STAT3(left panel)

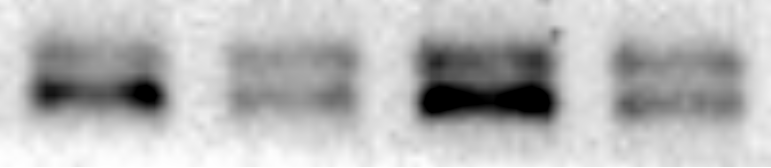

PD-L1(left panel)

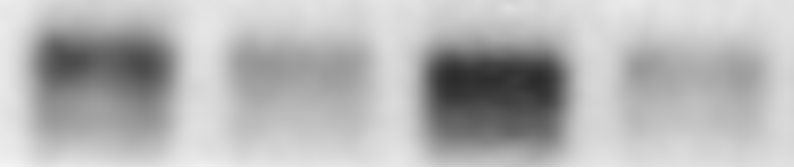

GAPDH(left panel)

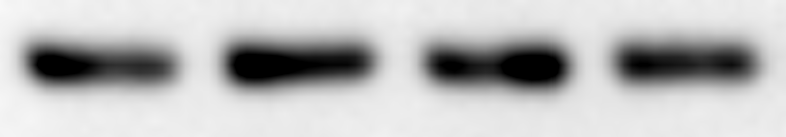

TET3(right panel)

P-STAT1(right panel)

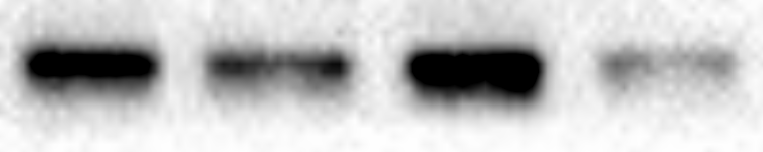

P-STAT3(right panel)

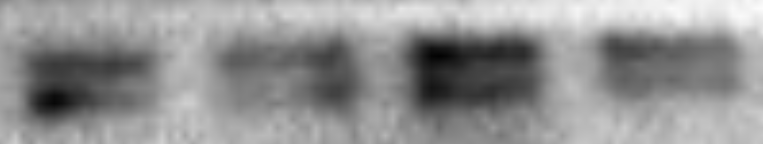

PD-L1(right panel)

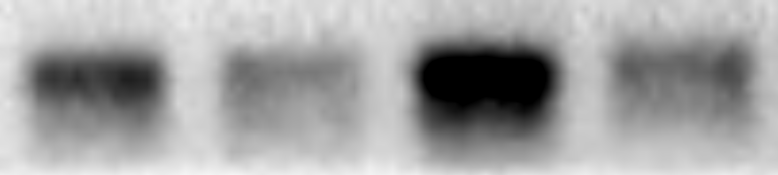

GAPDH(right panel)

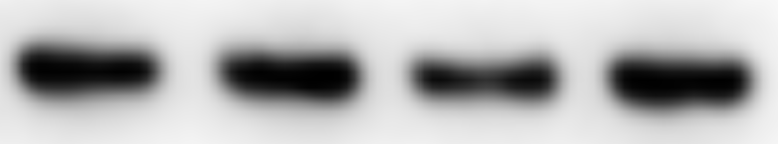

The original western blot results in sFiure5A

H3K9me3

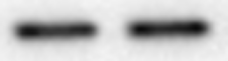

H3K27me3

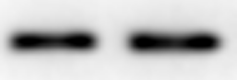

Histone H3

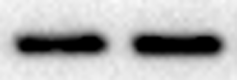

The original western blot results in sFiure5B

H3K9me3

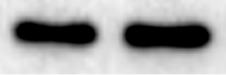

H3K27me3

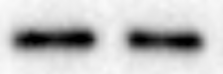

Histone H3

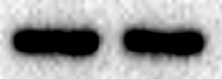

The original western blot results in sFiure9B

P-STAT1

P-STAT3

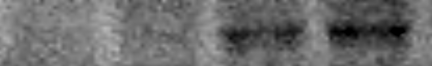

PD-L1

GAPDH

The original western blot results in sFiure9E

TET2

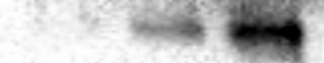

P-STAT1

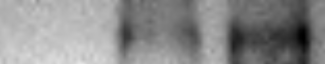

P-STAT3

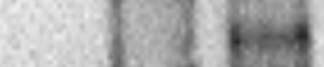

TET2

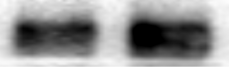

P-STAT1

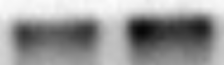

P-STAT3

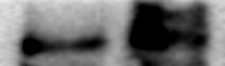

αTubulin

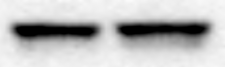

The original western blot results in sFiure9F

P-STAT1

P-STAT3

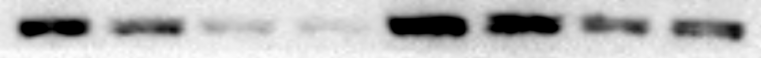

GAPDH

**Supplement:** Supplementary file 2 — Original western blots

How the deposited data were processed for this re-analysis (not part of the article)

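The study measured messenger RNA in 16 B16F10 melanoma tumors grown in mice, 4 tumors in each of 4 groups: vehicle, anti-PD1, α-KG, and α-KG + anti-PD1. Each tumor came from its own animal and was taken after 9 to 11 days of treatment, with α-KG given at 100 mg/kg. The group of each tumor was taken from its label, and no tumor was left out. The labels give no batch, sex or age. The replicate numbers of the labels do not pair tumors of different groups.

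According to the paper and the labels, poly(A) RNA was captured with oligo-dT, the second cDNA strand was marked with dUTP and the libraries were sequenced on a DNBSEQ instrument. The authors deposited a single table of FPKM values with 2 decimals, 18929 genes and 16 columns, and every column was used. The program that computed the FPKM values, the aligner, the genome build, the annotation and any filter are not named in the paper's text or the labels, and no normalization between tumors is stated. The legend scale of Fig. 2A names TPM. The columns are named FPKM, and that name was followed. The sums of the values per tumor differ, where TPM of all genes would have the same sum, but genes left out of the table could also make sums differ. Genes encoded in mitochondrial DNA are not listed, and 5 genes are at 0 in every tumor. Of the gene IDs, 99.7% were found in a RefSeq table for mouse. Since the build is not stated, no coordinates are given.

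The depth of the tumors is not stated. The spacing of the smallest values of 74 sparse genes was examined for steps of 1 fragment, and 55.6% of 45 values lay near a whole step, where chance gives 30%. This is more than chance gives, but many values lay off the steps. The relative depths that the spacing would give, from 4 to 16 values per tumor, were 0.993 to 1.2 in vehicle, 1.02 to 1.12 in anti-PD1, 0.733 to 0.984 in α-KG and 0.828 to 1.06 in α-KG + anti-PD1 tumors, and they were not used. The precision of single low values is therefore not known, and values under about 1 FPKM are the least precise. Pearson's r between tumors of the same group on the log2 scale was 0.971 to 0.993 for vehicle, 0.977 to 0.993 for anti-PD1, 0.980 to 0.993 for α-KG and 0.967 to 0.989 for α-KG + anti-PD1.

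FPKM values were changed to log2(FPKM + 1). Genes at 0.5 FPKM or more in at least 4 tumors were tested, 12850 in all. One mean per group was fitted to all 16 tumors with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend) in R 4.3.3, and p was adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A pseudocount of 1 shrinks the fold change of genes near or below 1 FPKM. The 5 comparisons were α-KG + anti-PD1 against vehicle, anti-PD1 and α-KG, and anti-PD1 and α-KG each against vehicle. The interaction was the effect of anti-PD1 with α-KG minus its effect without α-KG. The comparisons with vehicle share the same 4 vehicle tumors. The fit was tested on simulated data with 12850 genes, of which 200 were changed. It called 97.5% of the changed genes, 5.34% of its calls were unchanged genes, and a comparison with no simulated change gave 0 calls. Every simulated change was large and of the same size, and the noise of each gene was independent of the others. These rates therefore do not carry over to small changes, correlated genes or shifts of whole tumors.

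Gene lists were tested with camera (inter-gene correlation preset to 0.01), with camera at the estimated correlation and with fry. Marker scores are means of log2(FPKM + 1) over a list, compared between 2 groups by an exact two-sided permutation test over the 70 ways to divide 8 tumors, whose smallest p is 0.029. Score p values were adjusted over 6 scores in each comparison. Pearson and Spearman correlations used untransformed FPKM for genes, with p from 100000 permutations (smallest p 1e-05), adjusted over 2 relations with Cd274 and over 16 relations with scores. Each was repeated on deviations from group means, on quantile normalized values and without the 2 tumors farthest from the median of the gene. The within-group r reported beside fits with a covariate, and that of Cd274 with the leukocyte markers, came from a separate test. Its smallest p is 0.0001, and its values differ from those above. For Stat3 with the pan-leukocyte score it gave 0.423, against 0.507. Scores and correlations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

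The gene lists were written by hand. They are the genes legible in Fig. 2A (16 T-cell genes and 21 interferon and STAT genes), the JAK-STAT, STAT, IRF, TET and histone demethylase families, 24 tested genes induced by interferon gamma, markers of T cells, CD8 T cells, cytotoxic cells, naive and memory T cells, M2, M1 and all macrophages, all leukocytes, B cells, NK cells, regulatory T cells, neutrophils, melanocytes, keratinocytes, skeletal muscle, fibroblasts, endothelium, adipocytes and red cells, and genes of the cell cycle, hypoxia and glycolysis, immune checkpoints and α-KG metabolism. The T-cell list has 15 genes, of which 12 are in the file. Genes named in the text are those the paper names as measured by RNA-seq or that are legible in Fig. 2A, the genes of these lists, and the 5 genes with the largest rise and the 5 with the largest fall between α-KG + anti-PD1 and vehicle among genes past the threshold with separate groups and a mean of at least 1 FPKM in the higher group.

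Lists, tests, the rule for named genes and these alternatives were set before the data were examined: an added minimum fold change, a pseudocount of 0.1, no filter, a filter at 1 FPKM (11924 genes), quantile normalization (over the tested genes in limma and over all genes for scores and correlations), the replicate number as a block, a fit of only the 2 compared groups, z-scores in place of log2 values in the scores, and leaving out each tumor in turn. After the values were seen, 3 scalings were added: to the same sum in every tumor, to the sum without the 12 hemoglobin genes, and centering on the median of each tumor. Transcript length and GC content came from a mouse annotation that may differ from the authors' and covered 97.8% of the tested genes.

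Pathway and ontology gene sets, enrichment of transcription factor targets, deconvolution into cell proportions, flow cytometry, PCR, protein, single-cell and patient data were not analysed here. Results of some single genes are left out of the text and are not reported here, and p values adjusted over 2 or 16 relations keep the full number of relations tested.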

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

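The tests of muscle tissue, of red cells and of a single deviating tumor as the source of neutrophil genes were chosen only after the results were seen. In each of 160 groups of 4 values (the scores of all 31 lists, Tet1, Tet2, Tet3, Stat3, Cd274, Ifng, Gzmb, the sum of FPKM and the median of the tested genes, in the 4 groups), the highest and lowest tumor were compared with the other 3 by the gap to the nearest of them over the range of the group, with Dixon's 95% limit for 4 values. In 7 groups a tumor stood apart, where chance gives 8, so the number itself is no more than chance gives.

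The T-cell score of α-KG tumor 2 was 2.20, against 0.81 to 0.92 in the other α-KG tumors (gap over range 0.923). The skeletal muscle score of vehicle tumor 4 was 6.33, against 2.97 to 3.33 in the other vehicle tumors (0.892), and its fibroblast score was 1.94, against 0.59 to 0.81 (0.837). The α-KG metabolism score of vehicle tumor 1 was 5.09, against 5.25 to 5.26 (0.926). Scores near the floor stood apart for endothelium in anti-PD1 tumor 3, 0.69 against 0.21 to 0.25 (0.917), and for keratinocytes in α-KG + anti-PD1 tumor 3, 0.42 against 0.31 to 0.33 (0.879). Tet1 was at 0.72 FPKM in α-KG tumor 2 and at 0.66 FPKM in each of the other 3, so the gap over range of 1 comes from values tied at 2 decimals. For the muscle score, the median correlation between its genes over the 16 tumors was 0.974, so they move as 1 block, and vehicle tumor 4 may hold more tissue from beside the tumor. No test was made of the other scores, and no biological explanation of these single tumors was tested.

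For 1429 genes the effect of anti-PD1 with α-KG differed from its effect without α-KG. In 2 of 100 splits of the 16 tumors into 4 groups, the real one included, the number was as large, and the largest of the others was 1531. Such splits mix tumors of all treatments, so they also break up the differences of each treatment from vehicle. They cannot decide whether the interaction by itself is more than chance gives. Without anti-PD1 tumor 4, α-KG tumor 3, anti-PD1 tumor 1 or α-KG + anti-PD1 tumor 2 the number was 699, 725, 789 and 892, and without anti-PD1 tumor 2 it was 2362. The balance of positive and negative genes depends on the scaling. Depth per tumor is unknown and was not weighed.

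The neutrophil score (S100a8, S100a9, Ly6g, Cxcr2, Csf3r and Retnlg) was 4.24 higher in α-KG than in vehicle tumors (exact permutation p = 0.029), and the paper's text does not name these genes. Its mean was 2.23 in vehicle, 2.54 in anti-PD1, 6.48 in α-KG and 2.90 in α-KG + anti-PD1 tumors. S100a8 (Gene ID 20201) was at 713 ± 267 FPKM (SD, n = 4) against 9.81 ± 3.86 in vehicle, a log2 fold change of 6.04 (limma adjusted p = 4.9e-06), and S100a9 (20202) was at 944 ± 406 against 10.5 ± 4.10 FPKM, a log2 fold change of 6.35. The effect of anti-PD1 on the score differed by -3.88 between tumors with and without α-KG (permutation p = 0.00022, adjusted over 8 scores 0.00088). A single deviating tumor is excluded as the source, since the lowest α-KG tumor was 2.39 above the highest tumor of the other groups. A candidate explanation is that α-KG tumors held more neutrophils, but by flow cytometry the paper sees no clear change in the proportion of Gr1 and CD11b positive cells, which include neutrophils (Supplementary Fig. 3D). Those measurements were not analysed here, so the explanation stays open.

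The red-cell score (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2) was -3.01 in α-KG + anti-PD1 against vehicle tumors (exact permutation p = 0.029), with a mean of 9.93 against 12.9. Alas2 and Slc4a1, of which Alas2 is in the score and neither encodes a hemoglobin chain, had a median log2 fold change of -3.19, near the -2.90 of the 4 hemoglobin genes. In the other groups Alas2 was near the hemoglobin genes (-0.67 in anti-PD1 and -0.52 in α-KG against vehicle, with -0.27 and -0.51 for Hba-a1), but Slc4a1 was not (-2.26 and -1.68). All 5 genes of the score, which was fixed before the data were examined, fell and passed the threshold, but Alas2 is the only one of them that does not encode hemoglobin, and Slc4a1 was added because it fell. Fewer red blood cells in these samples therefore cannot be told apart from a change in these transcripts alone. An effect of the treatment on red blood cells was not tested.

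The skeletal muscle score was -3.45 in α-KG against vehicle tumors (exact permutation p = 0.029), with means of 3.91 in vehicle, 0.40 in anti-PD1, 0.45 in α-KG and 1.77 in α-KG + anti-PD1 tumors. The muscle genes correlated with each other at a median of 0.974, and the score ranged over 3.37 among the vehicle tumors and 2.83 among the α-KG + anti-PD1 tumors. Muscle beside the tumor in some samples is a candidate explanation, and a treatment effect on muscle was not tested.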

How the results depend on the processing

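Over the 31 comparisons, 124 of 160 values under the alternatives other than leaving out a tumor kept their direction and their side of the threshold, or a count within 1.5 times. Of the others, 6 were weaker, 4 reversed and 26 moved. For single genes and single relations, 499 of 549 such values kept both, 33 were weaker, 7 stronger and 10 reversed. The 3 scalings to the same sum, without the hemoglobin genes and to the tumor medians were chosen after seeing the data. Where no cause is named below, the cause was not tested.

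With an added absolute log2 fold change of at least 1, fewer genes passed by construction: 1278 for α-KG + anti-PD1 against vehicle, 63 for anti-PD1, 580 for α-KG, 395 against anti-PD1, 876 against α-KG and 450 for the interaction. With at least 2 the numbers were 357, 21, 261, 27, 181 and 159. For anti-PD1 against vehicle, 312 genes passed with a pseudocount of 0.1, 5 with no filter, which tests 18924 genes, 41 after scaling to the same sum and 201 after centering, against 96. With only the 2 compared groups in the fit, 0 genes passed for anti-PD1 against vehicle (2137 at an unadjusted p under 0.05) and 0 for α-KG + anti-PD1 against anti-PD1 (4077 unadjusted). That fit has fewer tumors. After scaling to the same sum, 1305 genes passed for α-KG against vehicle, 4101 for α-KG + anti-PD1 against anti-PD1 and 2358 for the interaction.

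With the replicate number as a block, as if the numbers paired the tumors, 5430 genes passed for α-KG + anti-PD1 against vehicle and 0 for anti-PD1 against vehicle (1971 at an unadjusted p under 0.05). The numbers do not pair the tumors: after the group means are removed, the mean r was -0.0183 between tumors with the same number (24 pairs) and 0.00609 between tumors with different numbers (72 pairs).

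After quantile normalization the histone demethylase median against vehicle was -0.0037 (limma camera, adjusted p = 0.261), and after centering 0.044 (adjusted p = 0.152). The naive and memory score was 0.65 above vehicle after quantile normalization (exact p = 0.0571), the M2 score -0.019 against anti-PD1 (exact p = 0.943) and the pan-leukocyte score -0.0098 against α-KG (exact p = 1). The cytotoxic score against α-KG was 3.35 with a pseudocount of 0.1, 2.30 after quantile normalization and 1.70 with z-scores (exact p = 0.0571 for each), and the naive and memory score against α-KG was 0.11 with z-scores (exact p = 1). Without the 2 tumors farthest from the median, r was 0.524 for Stat3 with Cd274. Of the 12 correlations of Tet2, Tet3 and Stat3 with scores 7 passed, 2 after quantile normalization, 0 on deviations from group means and 2 without the 2 farthest tumors. Of the 12 comparisons of Tet2, Tet3, Stat3 and Cd274, 7 passed, and 11 after scaling to the same sum.

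These single values reversed. The genes were near 0 before: Cd274 against α-KG (0.12 after scaling to the same sum), Kdm6b against α-KG (-0.19 after quantile normalization, -0.23 after centering), Ifng in α-KG against vehicle (-0.051 after quantile normalization) and Tet2 in α-KG against vehicle (-0.16 after quantile normalization, -0.040 without the hemoglobin genes, -0.035 after centering). The correlations were those of Tet2 with the naive and memory score (0.300, and -0.0721 after quantile normalization) and the M2 score (0.220, and -0.107 after quantile normalization), and that of Tet3 with the naive and memory score (0.394, and -0.0236 on deviations).

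Leaving out 1 tumor at a time gave 4265 to 6644 genes for α-KG + anti-PD1 against vehicle, 3459 to 4839 against α-KG, 228 (without anti-PD1 tumor 1) to 2937 against anti-PD1, 1256 (without vehicle tumor 3) to 2621 for α-KG against vehicle, and 699 (without anti-PD1 tumor 4) to 2362 (without anti-PD1 tumor 2) for the interaction. For anti-PD1 against vehicle it gave 0, for example without vehicle tumor 3 (1240 at an unadjusted p under 0.05), to 885 (without vehicle tumor 1). List medians against vehicle ranged from 2.51 to 3.51 for the T-cell genes, 0.85 to 1.16 for the JAK-STAT family, 2.60 to 3.20 for the interferon-gamma-induced genes and 0.28 to 0.39 for the histone demethylases, where the call was lost without α-KG + anti-PD1 tumor 4 (0.33, limma camera adjusted p = 0.0548). Score differences from vehicle ranged from 2.15 to 2.97 for T cells, 2.92 to 3.92 for CD8, 2.63 to 3.62 for cytotoxic genes, 0.84 to 1.2 for naive and memory cells, 0.78 to 1.00 for M2 and 2.14 to 2.66 for all leukocytes. Without any 1 vehicle tumor the first 3 had an exact p of 0.0571 and the fourth of 0.0857. The groups still did not overlap in these 4 scores, so the larger p does not come from overlap. Every fit for M2 and all leukocytes stayed at 0.029. Against anti-PD1 the ranges were 1.27 to 2.09, 1.53 to 2.52, 1.47 to 2.45, 0.18 to 0.55, 0.08 to 0.30 and 0.77 to 1.29 in the same order, and without α-KG + anti-PD1 tumor 4 the first 3 and the last (2.09, 2.52, 2.45 and 1.29) reached an exact p of 0.029. Against α-KG they were 1.55 to 2.37 (exact p = 0.029 at 2.37 without α-KG + anti-PD1 tumor 4), 2.19 to 3.18, 2.07 to 3.05 (exact p = 0.0571 without any 1 α-KG tumor), -0.30 to 0.067 (positive without α-KG tumor 2 or α-KG + anti-PD1 tumors 2 or 4), -0.42 to -0.20 and -0.19 (without α-KG + anti-PD1 tumor 3) to 0.33. The count for Tet2, Tet3, Stat3 and Cd274 ranged from 5 to 9.

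Of the single genes, Cd274 against α-KG ranged from -0.30 to 0.13 (positive without α-KG tumor 4 or α-KG + anti-PD1 tumor 4), Kdm6b against α-KG from -0.069 (negative without α-KG tumors 2 or 3) to 0.23, and in α-KG against vehicle Ifng from -0.11 to 0.21 and Tet2 from -0.14 to 0.27. Over all single genes, 427 of 472 such values kept direction and call, 25 were weaker, 8 stronger and 12 reversed. The unknown depth limits the reading of genes under about 1 FPKM, such as Ifng in vehicle tumors, whose log2 fold change against vehicle was 2.48 with a pseudocount of 1 and 4.33 with 0.1.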

Differences from the paper's values

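The paper gives 5633 altered genes between α-KG + anti-PD1 and vehicle, and 5827 were found here. The paper's correlation of Stat3 with Cd274 is about 0.74 in Supplementary Fig. 5G, read by eye, and 0.74 was found here. Neither of these values, the only ones compared as numbers, differed by more than 1.5 times or by sign. The paper's text states no cutoff for its gene count. With an added absolute log2 fold change of at least 1, the count here was 1278. The differences below are in direction, ranking or significance, and the cell types were followed by marker genes, not by the proportions that the paper computes.

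The paper has fewer M2 macrophages after α-KG + anti-PD1. The M2 marker score was 0.90 above vehicle (exact p = 0.029) and its direction was the same under every alternative run. It differed by 0.20 from anti-PD1, where quantile normalization gave -0.02, and by -0.30 from α-KG, which is the paper's direction but did not pass (exact p = 0.200). Relative to the general macrophage score it fell by 1.41 against vehicle (exact p = 0.029), or by 1.00 with a pseudocount of 0.1 (exact p = 0.057), and by 1.12 against α-KG (exact p = 0.029), measures chosen after seeing the values.

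The paper ranks immune infiltration highest in the combination group. The pan-leukocyte score there had a mean of 5.90, against 5.85 after α-KG alone, a difference of 0.05 (exact p = 0.914). That score does not tell kinds of leukocytes apart. In the paper the naive and memory T cells also increase with the combination. The naive and memory score was 1.01 above vehicle and -0.12 against α-KG alone (exact p = 0.83), where z-scores gave 0.11 and leaving out α-KG tumor 2 or α-KG + anti-PD1 tumor 2 or 4 gave 0.06, 0.07 and 0.04. The T-cell, CD8, cytotoxic and pan-leukocyte scores did not pass against anti-PD1 and reached an exact p of 0.029 without α-KG + anti-PD1 tumor 4, with differences of 2.09, 2.52, 2.45 and 1.29. The T-cell score also reached it against α-KG without that tumor (2.37). In the limma fit of single genes, 11 of 12 T-cell, 1 of 2 CD8, 6 of 10 cytotoxic and 6 of 15 pan-leukocyte genes passed as higher against anti-PD1.

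The paper states that TET2, TET3 and histone demethylation genes are altered in the combination group compared with the other groups. Against anti-PD1, Tet2 (0.77, limma adjusted p = 0.0870), Tet3 (0.47, adjusted p = 0.0559) and Kdm2a (0.35, adjusted p = 0.0774) did not pass. Of the alternatives set before the data were examined, they passed in fits that left out anti-PD1 tumor 2 (1.01, 0.55 and 0.41) and, for Tet3, anti-PD1 tumor 3 (0.55). They also passed after scaling to the same sum, which was chosen after seeing the values (1.00, 0.67 and 0.55, adjusted p = 0.0429, 0.0248 and 0.0305, lowest of ranges that reach up to 0.152, 0.201 and 0.335). Kdm6b was 0.04 higher than in α-KG alone (adjusted p = 0.855) and passed under no alternative run.

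For the IFNγ-STAT-CD274 genes, Stat3 against anti-PD1 (0.30, limma adjusted p = 0.138) passed after scaling to the same sum, chosen after seeing the values (0.50, adjusted p = 0.0343, in a range from 0.0343 to 0.692). Stat3 against α-KG (0.34, adjusted p = 0.0653) passed without α-KG tumor 4 or α-KG + anti-PD1 tumor 2 (0.42 and 0.45) and under 2 scalings chosen after seeing the values, to the same sum (0.57, adjusted p = 0.0100) and without the hemoglobin genes (0.43, adjusted p = 0.0258), in a range from 0.0100 to 0.689. Cd274 was -0.10 against α-KG alone (adjusted p = 0.814) and passed under no alternative run.

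The paper reports that TET2, TET3 and STAT3 are inversely related to M2 macrophages. Their correlations with the M2 score were 0.220, 0.375 and 0.549, and the inverse direction appeared for Tet2 after quantile normalization (-0.107). The paper also relates TET2 and TET3 to memory T cells. With the naive and memory score r was 0.300 for Tet2 and 0.394 for Tet3, which did not pass (permutation p, adjusted over 16 relations, 0.277 and 0.174) under any alternative run.

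In the paper the suppressive myeloid cells (Gr1 and CD11b positive) and the regulatory T cells do not change clearly between the treatments, as proportions measured by flow cytometry. Here the score of neutrophil and suppressive myeloid genes was 4.24 higher in α-KG than in vehicle tumors (exact p = 0.029), and the score of 4 regulatory T-cell genes was 1.09 higher in α-KG + anti-PD1 than in vehicle tumors (exact p = 0.029). These genes are not all specific to those cells.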

Other observations

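The tests of T cells as a source of Tet2 and Tet3, of neutrophils and interferon gamma for Cd274 in α-KG tumors, of leukocytes for Cd274, of macrophages for the M2 genes, of the fibroblast score without vehicle tumor 4, and the splits of the interaction and of the 4 gene lists were chosen only after the results were seen.

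The 8 tumors of 2 groups form 35 splits into 4 and 4. A split that keeps 3 tumors of a group together still holds part of the treatment difference, so the next largest values below are not free of it. The real split alone reached 5827 genes for α-KG + anti-PD1 against vehicle (1 of 35, next largest 3402), 2048 for α-KG against vehicle (1 of 35), 1987 against anti-PD1 (1 of 35) and 4918 against α-KG (1 of 35, next largest 253). For anti-PD1 against vehicle 3 of 35 splits reached 96 genes and another gave 2069, so that count is no more than chance splits give. For the interaction it was 2 of 100. List medians against vehicle as large came in 1 of 35 splits for the T-cell genes (next 2.61), which the paper shows for these tumors and which therefore decide nothing, 1 of 35 for the JAK-STAT family (next 0.83), 1 of 35 for the histone demethylases (next 0.23) and 1 of 35 for the interferon-gamma-induced genes (next 2.46).

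The comparisons with vehicle share 4 tumors, which alone makes their fold changes alike. Over all genes tested, α-KG + anti-PD1 and α-KG had r = 0.572, where data simulated without effects gave 0.497 ± 0.296 (SD of 100 simulations), α-KG + anti-PD1 and anti-PD1 had 0.838 (simulated 0.447 ± 0.374), and α-KG and anti-PD1 had 0.711 (simulated 0.461 ± 0.355).

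More genes were higher than lower after α-KG + anti-PD1. Hemoglobin transcripts took a smaller share of the values in these tumors, but after rescaling without them the median log2 fold change of all genes was 0.18, so this share is excluded as the whole cause. Longer transcripts rose more (Spearman's rho 0.123 across genes), with a median from 0.05 among the shortest of 5 equal classes to 0.21 among the longest, yet the tumor medians of the shortest class still differed by 0.19. Over 5 classes of GC content the smallest difference was 0.23. Length and GC content are therefore excluded as the whole cause. The share of higher genes changes with the scaling, and whether total RNA per cell changed cannot be learned from FPKM values. After the length trend was taken out, Tet2 and Tet3 kept log2 fold changes of 0.78 and 0.50 against vehicle (limma adjusted p = 0.0166 and 0.00359), which excludes it as their whole cause.

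The markers of leukocytes rose against vehicle by more than those of fibroblasts. The pan-leukocyte minus the fibroblast score was 2.38 higher (exact p = 0.029), or 2.57 with a pseudocount of 0.1. The fibroblast score of vehicle tumor 4 stands apart, and without it the fibroblast score was 0.31 higher (exact p = 0.029) and the difference between the scores 1.87 (exact p = 0.029), or 1.82 with a pseudocount of 0.1 (exact p = 0.057). This excludes a lower share of melanoma cells alone, since that would raise both alike. A lower share as a part of the change is not excluded. A rise in leukocytes stays open. Melanocyte genes had a median log2 fold change of -0.06 (1 of 12 higher, 3 lower), and -0.37 after centering.

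A higher pan-leukocyte score does not account for Tet2 between α-KG + anti-PD1 and α-KG: the score differed by 0.05, while Tet2 was 1.04 higher and passed. Tet3 was 0.48 higher and passed, but not after quantile normalization (0.19, limma adjusted p = 0.227), so for Tet3 this is less certain. The score does not tell kinds of leukocytes apart, and the T-cell score was 3.10 against 1.19 in these groups. Different kinds of leukocytes are therefore not excluded for either gene. Stat3 (0.34, adjusted p = 0.0653) and Cd274 (-0.10, adjusted p = 0.814) did not pass there. For these 2 genes the comparison does not argue against leukocytes. Against vehicle, a fit with the score as a covariate decides nothing, since with the pan-leukocyte score 0 genes passed (552 at an unadjusted p under 0.05) and with the T-cell score 0 (1433 unadjusted), so leukocytes as a part of the difference from vehicle stay open. Within groups Cd274 followed the pan-leukocyte score with r = 0.906 (permutation p = 0.0001), and it was as high in α-KG as in α-KG + anti-PD1 tumors, where the scores were alike, so leukocytes may carry much of it. With the T-cell score as a covariate 50.7% of the Tet2 difference from vehicle (log2 fold change 0.53, standard error 0.50) and 81.4% of the Tet3 difference (0.59, standard error 0.28) remained. Within groups their r with that score was 0.316 and 0.162 (permutation p = 0.131 and 0.517). With the pan-leukocyte score 1.93% and 50.2% remained, and the within-group r was 0.527 and 0.364 (permutation p = 0.0435 and 0.264). With the score of interferon-gamma-induced genes -7.47% and 32.5% remained, and r was 0.74 and 0.63 (permutation p = 0.0112 and 0.0549). With the neutrophil score 107% and 110% remained. The part that remained thus depended on the score, and these fits do not separate Tet2 and Tet3 from immune cells. T cells as a source of Tet2 and Tet3 cannot be told apart from a change in other cells, because the T-cell score differs between the groups in the same way as the genes. In bulk tumor RNA these genes can come from tumor cells or leukocytes.

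Cd274 rose in α-KG tumors, where Ifng did not pass. The score of interferon-gamma-induced genes, which do not include Cd274, differed by 0.31 (exact p = 0.600), which excludes a rise in interferon gamma signaling of the size seen after α-KG + anti-PD1 (2.75) as its cause. With the neutrophil score as a covariate 109% of the Cd274 difference remained, with a standard error of 1.12 for the fold change, so neutrophils cannot be told apart from the treatment: the score is high in every α-KG tumor and in no other. Other leukocytes stay open.

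M2 markers rose against vehicle together with the general macrophage score, which was 2.30 higher, so more macrophages is a candidate explanation of the direction. It does not give the size: the M2 score minus the macrophage score was -1.41 (exact p = 0.029), or -1.00 with a pseudocount of 0.1 (exact p = 0.057). Against α-KG the macrophage score was 0.82 higher (exact p = 0.0857) while the M2 score was lower, and their difference was -1.12 (exact p = 0.029), so the M2 markers do not follow the macrophage markers between these groups.

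The remaining lists, as median log2 fold changes of α-KG + anti-PD1 against vehicle with the number of genes past the threshold, were: B cells 0.41 (1 of 3), NK cells 1.22 (3 of 3), regulatory T cells 0.94 (3 of 4), neutrophils 0.47 (2 of 6), all macrophages 2.49 (9 of 9), T cells 2.35 (12 of 12), CD8 3.31 (2 of 2), cytotoxic 2.72 (10 of 10), naive and memory T cells 0.77 (3 of 5), M2 1.15 (7 of 7), the TET family 0.72 (2 higher and 1 lower), checkpoints 2.30 (7 of 7), α-KG metabolism -0.04 (4 higher and 4 lower of 18), skeletal muscle -2.08 (10 of 10) and red cells -2.95 (5 of 5). The median of 7 fibroblast genes was 0.07. For keratinocytes, endothelium and adipocytes 1 gene each was tested, with 1.13, 0.90 and 0.99. The direction of the median changed with the scaling for B cells (-0.04 after quantile normalization), α-KG metabolism (0.18 after scaling to the same sum), melanocytes (0.15 after scaling to the same sum) and fibroblasts (-0.35 after quantile normalization), and for no other list of this paragraph.

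Other differences between the effect of anti-PD1 with and without α-KG were 4.83 for the muscle score (permutation p = 0.00014, adjusted over 8 scores 0.00088), -2.15 for the red-cell score (permutation p = 0.00825, adjusted 0.0165), -1.00 for the M2 score (permutation p = 0.00175, adjusted 0.00467) and -1.32 for the pan-leukocyte score (permutation p = 0.0338, adjusted 0.0541). For the T-cell, cytotoxic and interferon-gamma-induced scores they were 1.03, 1.32 and 1.15 (permutation p = 0.145, 0.130 and 0.163) and did not pass. The muscle score was 3.91 in vehicle and near the floor after each single treatment (0.40 in anti-PD1 and 0.45 in α-KG). With both treatments it could not fall by the sum of these effects, so its difference says nothing about how the treatments combine. All 10 muscle genes were among the genes with a positive interaction.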
